# VGLL3 is a mechanosensitive protein that promotes cardiac fibrosis through liquid–liquid phase separation

**DOI:** 10.1038/s41467-023-36189-6

**Published:** 2023-02-08

**Authors:** Yuma Horii, Shoichi Matsuda, Chikashi Toyota, Takumi Morinaga, Takeo Nakaya, Soken Tsuchiya, Masaki Ohmuraya, Takanori Hironaka, Ryo Yoshiki, Kotaro Kasai, Yuto Yamauchi, Noburo Takizawa, Akiomi Nagasaka, Akira Tanaka, Hidetaka Kosako, Michio Nakaya

**Keywords:** Intrinsically disordered proteins, Mechanotransduction, Cardiovascular diseases, Cardiomyopathies

## Abstract

Myofibroblasts cause tissue fibrosis by producing extracellular matrix proteins, such as collagens. Humoral factors like TGF-β, and matrix stiffness are important for collagen production by myofibroblasts. However, the molecular mechanisms regulating their ability to produce collagen remain poorly characterised. Here, we show that vestigial-like family member 3 (VGLL3) is specifically expressed in myofibroblasts from mouse and human fibrotic hearts and promotes collagen production. Further, substrate stiffness triggers VGLL3 translocation into the nucleus through the integrin β1-Rho-actin pathway. In the nucleus, VGLL3 undergoes liquid-liquid phase separation via its low-complexity domain and is incorporated into non-paraspeckle NONO condensates containing EWS RNA-binding protein 1 (EWSR1). VGLL3 binds EWSR1 and suppresses miR-29b, which targets collagen mRNA. Consistently, cardiac fibrosis after myocardial infarction is significantly attenuated in *Vgll3*-deficient mice, with increased miR-29b expression. Overall, our results reveal an unrecognised VGLL3-mediated pathway that controls myofibroblasts’ collagen production, representing a novel therapeutic target for tissue fibrosis.

## Abstract (web summary)

Heart fibrosis involves a feedback loop where stiffening increases fibrosis-related gene expression in myofibroblasts. Here authors reveal the mechanosensitive nuclear translocation of VGLL3, where it phase separates and promotes collagen production, and show that its knock-out is protective after myocardial infarction.

## Introduction

Fibrosis, the pathological deposition of extracellular matrix (ECM) proteins like collagens in the interstitium, can occur in almost all tissues^1–3^. During tissue injury, fibrosis is beneficial to the body as it rapidly compensates for tissue damage. However, excessive fibrosis caused by chronic inflammation or aging results in tissue dysfunction^2^. Fibrosis is involved in approximately 45% of all mortalities in developed countries^3^, but there are currently few effective therapies for fibrosis, and new therapeutic agents are needed for its alleviation.

Myofibroblasts are responsible for excessive ECM synthesis and deposition in fibrotic tissues. Myofibroblasts are rare in normal tissues and are differentiated from multiple cell types such as resident fibroblasts, upon inflammation^4,5^. Their differentiation is triggered by humoral factors secreted by immune cells at the inflammation site^6^, like transforming growth factor (TGF)-β which activates Smad signalling^7,8^. Differentiated myofibroblasts produce excessive collagens, which accumulate in tissues and cause hardening. For example, the elastic modulus of a healthy rat heart is about 10 kPa, but in a fibrotic rat heart, it increases to about 50 kPa, resulting in decreased contractility^9^. Myofibroblasts recognise collagen-induced matrix stiffness through receptors like integrins, which activate Rho/Rho-associated protein kinase (ROCK) signalling and actin polymerisation^10–12^. Actin cytoskeletal formation promotes the expression of ECM proteins^13,14^. Thus, hardening plays an important role in maintaining myofibroblast differentiation, and generates feedback loops that accelerate collagen deposition^15^. However, the molecular mechanisms by which matrix stiffness increases fibrosis-related gene expression in myofibroblasts remain largely unknown.

Liquid–liquid phase separation (LLPS) is a novel phenomenon that explains the dynamic binding of molecules containing RNA-binding proteins to membrane-free organelles and condensed bodies^16^. Condensates containing Non-POU domain containing octamer binding protein (NONO), an RNA-binding protein, are one of the biomolecular condensates formed by LLPS. Among the NONO condensates, the most well-known one is a paraspeckle, which is assembled from various RNA-binding proteins via LLPS, using an architectural lncRNA called nuclear paraspeckle assembly transcript 1 (*Neat1*) as the backbone^17–20^. Paraspeckles have been reported to have various physiological functions and cause various pathological conditions^17,20–22^. On the other hand, it has been recently shown that non-paraspeckle NONO condensates also have biological functions^18,19^. However, the contribution of phase-separated condensates including NONO condensates to the pathogenesis of fibrosis remains unclear.

Vestigial-like family member 3 (VGLL3) is a transcription cofactor^23–25^ that binds TEA Domain (TEAD) transcription factors^24^. VGLL3 is involved in myogenesis^25^, cell proliferation^26^ and female-biased autoimmune diseases^27^. However, the physiological and pathological roles of VGLL3 remain poorly understood. In this study, we reveal a role for VGLL3, which is specifically induced in cardiac and hepatic myofibroblasts, in collagen production during fibrosis. We show that VGLL3 is translocated to the nucleus by substrate stiffness and undergoes LLPS, which promotes collagen production.

## Results

### Substrate stiffness dictates myofibroblast differentiation in vitro

During our previous study^28^, we accidentally found that cardiac myofibroblasts can be de-differentiated simply by culturing in suspension for several days, i.e. by removing physical stimuli. Further, we found that de-differentiated cells can re-differentiate into myofibroblasts only upon physical stimulus and adherent culture for several days. These results were consistent with previous reports demonstrating that myofibroblast differentiation is regulated by the surrounding ECM stiffness^10,15^. We thus hypothesised that comparing the gene expression of these cells, could reveal factors involved in myofibroblast differentiation by substrate stiffness and set up an experiment accordingly. Cardiac myofibroblasts were isolated from fibrotic mouse hearts after myocardial infarction (MI). In brief, we digested the fibrotic mouse hearts using enzymes and removed the erythrocytes. Then, the constituent cells were subjected to overnight culture on plastic plates. After that, the attached cells were collected and subjected to magnetic-activated cell sorting (MACS) separation using anti-CD45 antibody. CD45-negative cells were collected as myofibroblasts. Almost all the collected cells were positive for α-smooth muscle actin (αSMA), a myofibroblast marker protein (Supplementary Fig. 1a, b). The purified cardiac myofibroblasts were cultured on polystyrene plates for 7 days; some of these cells were collected and designated as “adherent” myofibroblasts (Fig. 1a, Supplementary Fig. 1c, d). The remaining myofibroblasts were transferred to ultra-low attachment plates, and cultured in suspension for 7 days, and designated “non-adherent” myofibroblasts (Fig. 1a). These cells almost entirely lacked myofibroblast marker proteins such as αSMA encoded by *Acta2* gene and periostin (Fig. 1b). In addition, they lost the expression of fibroblast marker genes (*Thy1*, *Tcf21*)^29^ (Supplementary Fig. 1e). Instead, they exhibited increased expression of the stem cell marker *Oct4* and mesenchymal stem cell marker genes (*Islr*, *Nt5e*)^30,31^ (Supplementary Fig. 1e), suggesting their de-differentiation. When non-adherent myofibroblasts were re-plated in a polystyrene plate and cultured for 7 days, myofibroblast marker protein expression in the re-plated cells, designated “re-adherent” myofibroblasts, was restored (Fig. 1a, b). Consistently, the mRNA levels of multiple genes involved in fibrosis were downregulated in “non-adherent” myofibroblasts compared with “adherent” myofibroblasts but were greatly upregulated in “re-adherent” myofibroblasts (Fig. 1c, Supplementary Fig. 1e).

**Fig. 1:**
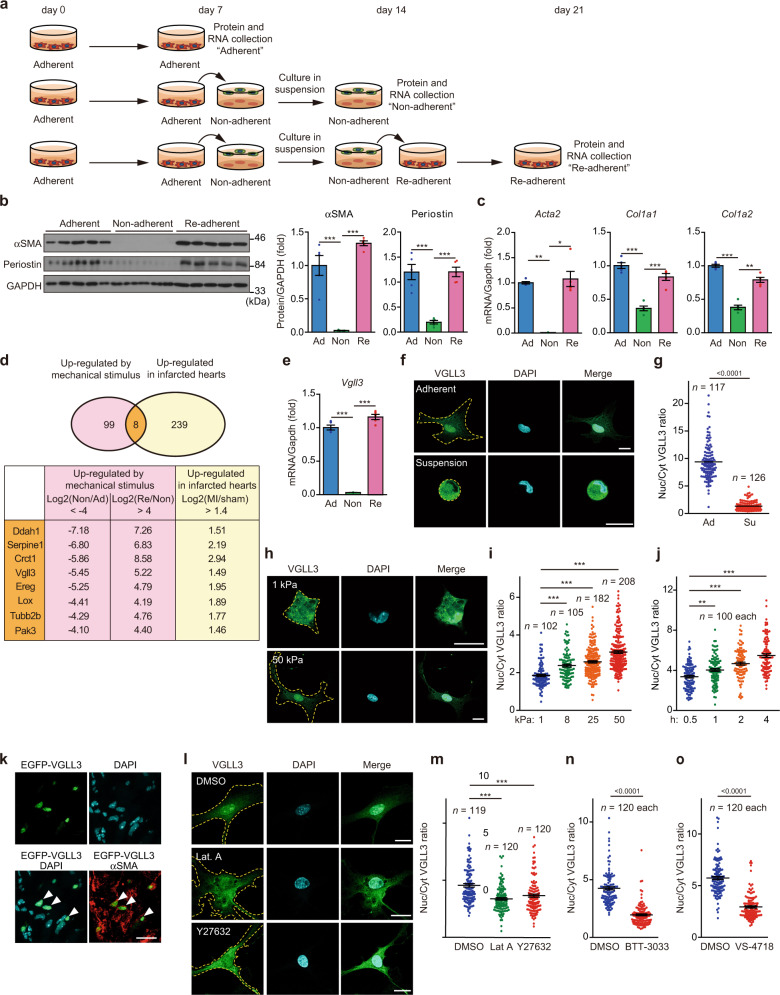
Substrate stiffness induces *Vgll3* expression and its nuclear translocation in myofibroblasts. **a** Schematic representation of the protocol for regulating myofibroblast differentiation using substrate stiffness. **b** Western blot detection of αSMA, periostin and GAPDH in Adherent (Ad), Non-adherent (Non), and Re-adherent (Re) cardiac myofibroblasts (*n* = 5 each). **c** mRNA levels of fibrosis-related genes in Ad, Non and Re cardiac myofibroblasts (*n* = 5 each). **d** Venn diagram of genes upregulated by substrate stiffness and in infarcted hearts. **e** mRNA levels of *Vgll3* in Ad, Non, and Re cardiac myofibroblasts (*n* = 5 each). **f**–**i** Confocal immunofluorescence images of endogenous VGLL3 in myofibroblasts cultured in suspension or adherent culture (**f**), or plated on soft (1 kPa) and stiff (50 kPa) hydrogels (**h**). Graphs indicate the ratios of nuclear to cytoplasmic VGLL3 intensities in myofibroblasts cultured in adherent (Ad) or suspension (Su) culture (**g**), or plated on hydrogels with different elastic modulus (**i**). **j** Ratios of nuclear to cytoplasmic VGLL3 intensities in myofibroblasts attached for different durations on plastic plate. **k** Nuclear localisation of EGFP-VGLL3 in myofibroblasts (αSMA) in the left ventricle of MI murine hearts on day 3. White arrowheads in merged images indicated representative signals for VGLL3 in myofibroblasts. **l** Confocal immunofluorescence images of myofibroblasts treated with DMSO (0.5%), latrunculin A (Lat A, 2 μM), and Y27632 (80 μM). **m**–**o** Ratios of nuclear to cytoplasmic VGLL3 intensities in myofibroblasts treated with the cytoskeletal inhibitors (**m**), the integrin β1 inhibitor BTT-3033 (30 μM) (**n**), or FAK inhibitor VS-4718 (50 μM) (**o**). All experiments were performed at least three times. Data in (**b**, **c**, **e**, **g**, **i**, **j**), and (**m**–**o**) are shown as the mean ± SEM. *P*-values were determined using one-way ANOVA followed by Tukey’s range test in (**b**, **c**) (*Col1a1* and *Col1a2*) and (**e**), Kruskal–Wallis followed by Dunn’s test in **c** (*Acta2*), (**i**, **j**, **m**), and two-sided Mann–Whitney’s *U* test in **g**, **n**, and **o**, *P < 0.05, **P < 0.01, ***P < 0.001. Scale bars in (**f**, **h**, **k**) and **l** = 20 μm. Source data are provided as a Source Data file.

### *Vgll3* expression is positively correlated with substrate stiffness-dependent expression of collagen by myofibroblasts

The genes expressed in adherent, non-adherent and re-adherent myofibroblasts were compared using DNA microarrays. We identified 107 genes that were greatly downregulated (over 16-fold, compared with “adherent” myofibroblasts) in de-differentiated myofibroblasts and highly upregulated (over 16-fold, compared with “non-adherent” myofibroblasts) upon re-differentiation (Fig. 1d). In this set, 8 genes showed remarkably increased expression (greater than 2.639-fold) in the mouse heart, 3 days after inducing MI (Fig. 1d). Of these, we focused on the transcription cofactor VGLL3^23–25^, because its physiological function is largely unknown.

*Vgll3* mRNA levels in myofibroblasts were dramatically decreased upon de-differentiation by suspension culture and were greatly increased upon re-differentiation by re-adherence (Fig. 1e). Among other VGLL family genes^24^ (*Vgll1*, *Vgll2* and *Vgll4*), *Vgll4* was expressed in cardiac myofibroblasts (Supplementary Fig. 1f) but the expression of this gene was much lower compared to *Vgll3* (Supplementary Fig. 1g).

We then examined whether *Vgll3* expression was affected by substrate stiffness in myofibroblasts from other organs and species. Culture of the human interstitial myofibroblast cell line CCD-18Co^32^ in suspension for 7 days led to decreased expression of *VGLL3*, as well as fibrotic genes, whereas substrate stiffness restored the expressions of these genes (Supplementary Fig. 1h, i), as in mouse cardiac myofibroblasts. Expression of *Vgll3* mRNA in myofibroblasts or *VGLL3* mRNA in CCD-18Co is positively correlated with mRNA expression of collagen regulated by substrate stiffness (Supplementary Fig. 1j).

### VGLL3 cellular localisation is regulated by substrate stiffness

As VGLL3 is reported to be a transcriptional coactivator that binds to TEAD proteins^24–26^, we examined its cellular localisation in mechanically stimulated and unstimulated myofibroblasts. Anti-VGLL3 immunostaining revealed that VGLL3 was primarily located in the nucleus in adherent myofibroblasts (Fig. 1f, g). Conversely, in 2 h suspension cultures, VGLL3 expression was predominantly cytoplasmic (Fig. 1f, g). In these experiments, YAP1, a transcriptional coactivator translocated to the nucleus by substrate stiffness^33^, was used as a positive control (Supplementary Fig. 2a, b). Similar results were obtained with cardiac myofibroblasts expressing exogenous FLAG-tagged VGLL3 in the same experiment (Supplementary Fig. 2c, d). In cardiac myofibroblasts cultured on hydrogel substrates of varying stiffness (1, 8, 25 and 50 kPa), VGLL3 translocated to the nucleus depending on the intensity of mechanical stimulus (Fig. 1h, i) as did YAP1 (Supplementary Fig. 2e, f). A time-course analysis of VGLL3 nuclear translocation in cardiac myofibroblasts after attachment to glass-bottom plates revealed that VGLL3 was primarily cytoplasmic after 2 h culture in suspension but was rapidly recruited to the nucleus after attachment, and at 4 h after attachment, VGLL3 was predominantly nuclear (Fig. 1j, Supplementary Fig. 2g). Consistent with these data, EGFP-VGLL3, retrovirally expressed in myofibroblasts (Fig. 1k) in fibrotic regions where the tissue stiffness is increased by the accumulation of collagen (Supplementary Fig. 2h), was localised to the nucleus. In contrast, EGFP control was uniformly present in the nucleus and cytoplasm of the myofibroblasts at the fibrotic regions (Supplementary Fig. 2i). These observations indicate that VGLL3 nuclear translocation depends on the intensity of matrix stiffness to myofibroblasts.

### VGLL3 nuclear translocation by substrate stiffness is regulated by actin polymerisation, downstream of Rho/ROCK and integrin β1 signalling

Actin cytoskeletal tension is the major intracellular mediator of mechanical stimuli^34^. Therefore, we examined whether VGLL3 nuclear translocation upon substrate stiffness was dependent on filamentous actin (F-actin). Adherent myofibroblasts were thus treated with the actin polymerisation inhibitor latrunculin A and analysed for VGLL3 localisation. Latrunculin A increased the cytoplasmic VGLL3 localisation and decreased nuclear VGLL3 localisation (Fig. 1l, m). Blebbistatin, a myosin inhibitor, also reduced VGLL3 nuclear localisation in adherent myofibroblasts (Supplementary Fig. 2j, k). Actomyosin function thus appears necessary for VGLL3 nuclear localisation induced by substrate stiffness.

Rho/ROCK signalling, a major pathway that induces actin polymerisation during mechanotransduction^11^, was then examined in the VGLL3 nuclear translocation upon substrate stiffness. Treatment of cardiac myofibroblasts with the ROCK inhibitor Y27632 (Fig. 1l, m) or the Rho inhibitor cell-permeable C3 transferase (Supplementary Fig. 2j, k) significantly reduced VGLL3 nuclear localisation, similar to latrunculin A or blebbistatin, demonstrating Rho/ROCK pathway involvement in mechanically induced VGLL3 nuclear translocation.

Integrin β1 senses ECM stiffness by recognising collagen accumulation in fibrotic tissue and triggers intracellular signalling that promotes fibrosis^10,11,35,36^. Treatment with the integrin β1 inhibitor BTT-3033^37^ significantly reduced VGLL3 nuclear translocation, indicating the involvement of integrin β1 in this process (Fig. 1n, Supplementary Fig. 2l). Further, treatment with VS-4718^38,39^, an inhibitor of FAK, which is a focal adhesion component that links integrins and the F-actin cytoskeleton^40^, significantly decreased VGLL3 nuclear localisation (Fig. 1o, Supplementary Fig. 2m). These results indicate that the integrin β1/FAK pathway is involved in VGLL3 nuclear translocation by substrate stiffness.

### *Vgll3* expression is induced specifically in myofibroblasts in mouse and human fibrotic heart after myocardial infarction

A time-course analysis was performed to determine the correlation of *Vgll3* mRNA levels with fibrosis progression in mouse hearts after inducing MI (by permanent occlusion of the left anterior descending artery). The results revealed that the mRNA levels of fibrotic genes, such as collagens and *Periostin* (*Postn*) were greatly increased in the infarct area of the mouse heart after MI (Fig. 2a, Supplementary Fig. 3a), peaked at 7 days after MI and then gradually decreased; however, the levels in the infarcted area remained high even on day 28 after MI. Similar time-dependent changes after MI were found for the mRNA expression for *Vgll3* (Fig. 2a), suggesting that *Vgll3* mRNA expression is associated with fibrosis. We next examined the *Vgll3* expression in cells other than myofibroblasts in infarcted mouse hearts by in situ hybridisation, because there are no anti-VGLL3 antibodies including our custom VGLL3 one applicable for immunohistochemistry. In situ hybridisation analysis of the mouse heart, 7 days after MI revealed that *Vgll3* mRNA was primarily expressed in the infarcted area. Furthermore, *Vgll3* mRNA signals were detected in myofibroblasts that expressed αSMA (Fig. 2b) or *Postn* mRNA (Supplementary Fig. 3b), but not in cardiomyocytes (α-actinin–positive cells) (Fig. 2c) and leucocytes (CD45-positive cells) (Fig. 2d). Myofibroblast-specific *Vgll3* expression was also confirmed in mouse hearts at 28 days after MI (Supplementary Fig. 3c, d). In contrast, *Vgll3* mRNA signals were absent in sham-operated control hearts (Supplementary Fig. 3e) with few myofibroblasts. Consistently, analysis of the GEO dataset (GSE116250) including patients with heart failure (ischaemic cardiomyopathy and dilated cardiomyopathy)^41^ manifesting cardiac fibrosis and control individuals demonstrated that *VGLL3* mRNA expression was significantly upregulated in the fibrotic heart (Fig. 2e). Further, in situ hybridisation analysis of human heart specimens after autopsy revealed that *VGLL3* mRNA signals were found in the fibrotic area of the hearts of patients with MI and *VGLL3* expression was specifically found in cardiac myofibroblasts (Fig. 2f). Conversely, the hearts of non-MI patients did not show *VGLL3* expression (Supplementary Fig. 3f). Thus, *Vgll3* is selectively expressed in the myofibroblasts of fibrotic mouse and human hearts after MI, suggesting *VGLL3* involvement in the pathogenesis of MI.

**Fig. 2:**
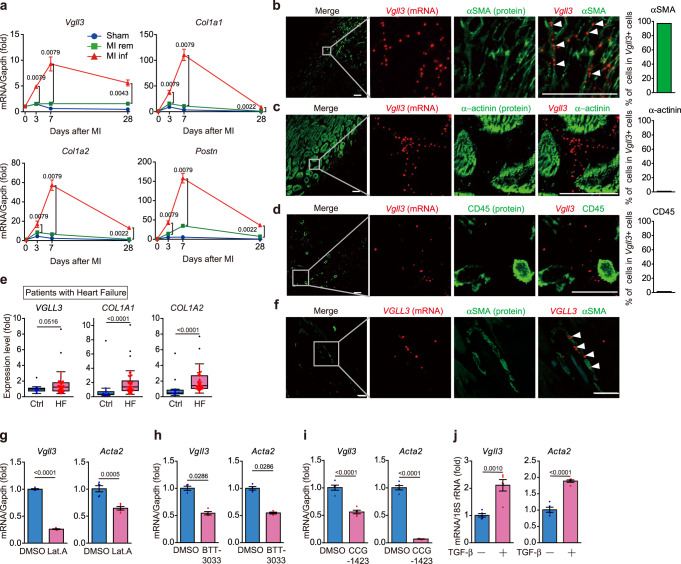
*Vgll3* is induced in fibrotic heart and is specifically expressed in myofibroblasts. **a** mRNA levels of *Vgll3* and fibrosis-related genes in sham-operated mouse hearts (sham), and in the remote (rem) and infarcted (inf) areas of mouse hearts after myocardial infarction (MI) (*n* = 3–6 hearts/group). **b**–**d** Co-detection of *Vgll3* mRNA and αSMA (**b**), α-actinin (**c**) and CD45 (**d**) in the left ventricle of MI murine hearts on day 7. Percentage of cells positive for each marker protein in *Vgll3* + cells is shown in each graph (n > 100 cells). **e** mRNA levels of *VGLL3* and fibrosis-related genes in the hearts of control individuals (Ctrl) (*n* = 14) and patients with heart failure (HF) (*n* = 50) based on data from GSE116250. **f** Co-detection of *VGLL3* mRNA and αSMA in the left ventricle of patients with MI. **g**–**i** *Vgll3* and *Acta2* mRNA levels in cardiac myofibroblasts treated with Lat.A (2 μM) for 4 h (*n* = 5 each) (**g**), BTT-3033 (15 μM) for 12 h (*n* = 4 each) (**h**) and CCG-1423 (10 μM) for 24 h (*n* = 5 each) (**i**). **j** *Vgll3* and *Acta2* mRNA levels in neonatal rat cardiac fibroblasts treated with TGF-β (10 ng/mL) for 24 h (*n* = 4 each). Data in (**e**) are presented as box and whisker plots (Tukey style, outliers in black dots). The box shows the 25th to 75th percentile range with the median value represented by a horizontal line. The whiskers stretch to the minimum and maximum values within 1.5 times the interquartile range from the 25th–75th percentiles. Data in (**a**), and (**g**–**j**) are presented as the mean ± SEM. *P*-values were determined using the two-sided Mann–Whitney’s *U* test in (**a**, **e**, **h**), two-sided Student’s *t* test in (**g**, **i**, **j**). All in situ hybridisation data are representative of at least three independent experiments. White arrowheads in (**b**, **f**) indicate the representative signals for *Vgll3* or *VGLL3* mRNA. Scale bars in **b**–**d**, **f** = 30 μm. Source data are provided as a Source Data file.

### *Vgll3* expression is induced specifically in myofibroblasts in mouse fibrotic liver

To investigate whether *Vgll3* mRNA expression was also induced in the mouse liver upon fibrosis, mice were treated with carbon tetrachloride (CCl_4_) for 4 weeks to induce hepatic injury, inflammation and subsequent fibrosis (Supplementary Fig. 4a). As the liver is a highly regenerative organ, the damaged mouse liver was almost entirely regenerated 4 weeks after CCl_4_ discontinuation, with disappearance of inflammation and fibrosis (Supplementary Fig. 4a). *Vgll3* expression was correlated with the *Col1a1* and *Col1a2* expression (Supplementary Fig. 4b). Similar to the findings in fibrotic infarcted hearts (Fig. 2b), *Vgll3* was expressed in activated hepatic stellate cells corresponding to liver myofibroblasts, but not in hepatocytes or Kupffer cells in fibrotic livers (Supplementary Fig. 4c). *Vgll3* expression was also increased in the fibrotic liver of non-alcoholic steatohepatitis (NASH) model mice (Supplementary Fig. 4d), specifically in hepatic stellate cells expressing Desmin (Supplementary Fig. 4e). Analysis of a GEO dataset (GSE126848) including 16 patients with NASH and 14 control patients^42^ showed that *VGLL3* expression was significantly upregulated in the fibrotic livers of patients with NASH (Supplementary Fig. 4f). These observations suggest that *Vgll3* expression is induced in tissues other than the heart upon fibrosis progression, specifically in myofibroblasts.

### *Vgll3* expression is induced both by substrate stiffness depending on actin polymerisation/integrin β1 and by TGF-β stimulation

We next examined the mechanism regulating *Vgll3* mRNA expression in myofibroblasts by substrate stiffness (Fig. 1). As actin cytoskeletal formation is important for maintaining myofibroblast differentiation induced by substrate stiffness^43^, we treated cardiac myofibroblasts with latrunculin A, BTT-3033, and CCG-1423, a Rho/MRTF/SRF pathway inhibitor. We found that treatment with these inhibitors significantly decreased the *Vgll3* mRNA levels in myofibroblasts, similar to *Acta2*, indicating that *Vgll3* expression induced by substrate stiffness in myofibroblasts was regulated by formation of the actin cytoskeleton, downstream of integrin β1 (Fig. 2g–i).

Although we focused on substrate stiffness-induced *Vgll3* expression, *Vgll3* was rapidly induced even in the mouse heart, where there are few ECM proteins that generate matrix stiffness, upon myocardial infarction (Figs. 2a, 3 days after MI). Upon tissue injury, myofibroblasts are initially differentiated from resident fibroblasts^44^ by humoral factors, mainly TGF-β, secreted by macrophages. We thus examined whether *Vgll3* is also induced during trans-differentiation from resident fibroblasts into myofibroblasts by TGF-β stimulation. Consistent with previous results^45^, neonatal rat cardiac fibroblasts treated with TGF-β showed increased *Acta2* mRNA levels, indicating their differentiation into myofibroblasts (Fig. 2j). This treatment significantly increased *Vgll3* expression (Fig. 2j), indicating that *Vgll3* expression is also induced by TGF-β-mediated differentiation of myofibroblasts from resident fibroblasts.

### VGLL3 enhances collagen expression in myofibroblasts

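Cardiac myofibroblasts are the collagen-producing cells that form in the injured mouse heart, and here they were isolated 3 days after MI. They were transfected with 12.5 nM of either a control siRNA (siCtrl) or an siRNA against *Vgll3* (si*Vgll3*), and mRNA was sequenced 72 h later. The deposited data hold 1 library per condition, so no difference between the 2 libraries has a replicate check and no p-value across genes is given. The authors trimmed the reads with Trimmomatic, mapped them to the mouse genome (mm10) with HISAT2 and assembled known genes with StringTie. They deposited the number of reads counted on each gene, without normalization, and the TPM of each gene, a value scaled for gene length and library size. In total, 140815237 reads were counted on genes in siCtrl and 125789276 in si*Vgll3*. The count table lists 24532 genes, of which 14513 had at least 1 read in both libraries, and TPM is listed for 14158 of the latter. From the TPM values, M was computed as the log2 ratio of si*Vgll3* to siCtrl and A as log2 of the mean TPM of the 2 libraries, with nothing added before the logarithm. M could be computed for 14149 genes, since 9 genes were at TPM 0 in one library, and 11754 genes had A > 0. Each interval given with M in square brackets is the 95% Clopper-Pearson interval of the ratio of the read counts, shifted onto the TPM ratio. Such intervals cover counting error only, and they treat each read as independent. Sequenced reads are not independent molecules, so the intervals can be too narrow. They compare the 2 libraries, not the conditions. At this depth, the median gene with A > 0 had 7361 reads over both libraries.

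*Vgll3* itself (NCBI gene 73569) lies on chromosome 16 of mm10 from 65815257 to 65866368. It had 42925 reads in siCtrl and 16524 in si*Vgll3*. Its TPM was 202 in siCtrl and 84.0 in si*Vgll3*, an M of −1.27 [−1.29, −1.24], so 41.6% of the siCtrl level was left. Of the alternatives tried, scaling the counts to CPM, by the library totals alone, moved this value most, to −1.21. The related gene *Vgll4* (NCBI gene 232334) was at 17.7 TPM in siCtrl and 15.0 TPM in si*Vgll3*, an M of −0.24 [−0.35, −0.13]. *Vgll1* and *Vgll2* had 0 reads in both libraries, and a count of 0 allows up to 3 reads.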

To determine the role of *Vgll3* in cardiac myofibroblasts, we examined the gene expression changes induced by *Vgll3* knockdown in cells. MA plot analysis of the RNA sequencing data revealed that 1314 genes were decreased (M < −0.5, A > 0) in cardiac myofibroblasts treated with siRNA against *Vgll3* (Fig. 3a). 

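In the deposited TPM values, 1341 genes (11.4% of the genes with A > 0) had M < −0.5 and 674 genes (5.73%) had M > 0.5, so lower genes made up 66.6% of all genes past either threshold. M had a median of −0.05 over the genes with A > 0. The upper bound of the counting interval lay below −0.5 for 977 of the lower genes, and the lower bound lay above 0.5 for 442 of the higher genes. To see what sampling of the reads alone gives, the reads of both libraries were pooled and split at random 100 times between libraries of the same totals. These splits gave 9 to 30 genes with M < −0.5 and 7 to 25 genes with M > 0.5. The median lower gene had 2108 reads in siCtrl. A threshold of 1 in place of 0.5 gave 384 lower and 207 higher genes, and leaving out the filter on A gave 2103 lower and 1428 higher genes.

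Among the genes with A > 2 and at least 50 reads in the library where they were higher, *Ifi27l2a* had the lowest M, −5.39 [−6.21, −4.68]. It fell from 17.2 TPM to 0.409 TPM with only 16 reads in si*Vgll3*, and with 1 TPM added to both libraries its M was −3.69. *Mir8114* had an M of −3.80, although its position lies inside *Glul* and *Glul* itself had an M of −0.10, so the source of the *Mir8114* reads is uncertain. *Igfbp5*, *Fmod* and *Abca8a* came next, with M of −3.45, −3.11 and −2.97 and with 7413, 7387 and 7332 reads in siCtrl. At the other end, *Il11* rose from 0.996 TPM to 21.9 TPM, an M of 4.46 [4.20, 4.73]. With 1 TPM added to both libraries, the M of *Il11* was 3.52. *Cgnl1*, *Cxcl3*, *Serinc2* and *Ccl8* came next, with M of 2.93, 2.84, 2.77 and 2.64. Their TPM in siCtrl was 2.30 for *Cgnl1*, 1.33 for *Cxcl3*, 3.99 for *Serinc2* and 1.17 for *Ccl8*.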

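Extracellular matrix genes were taken from a list of collagens, matrix glycoproteins and proteoglycans written before the data were examined, with 199 symbols in the count table and 125 genes at A > 0. The list had a median M of −0.64 (95% binomial interval of the median −0.76 to −0.45). In all, 71 matrix genes (56.8%) lay below −0.5 and 11 matrix genes lay above 0.5. For comparison, 10000 random lists of as many genes were drawn with the same spread of A. Their medians lay between −0.07 and 0.03 in the central 95%, and the lowest was −0.12, so the matrix list was at percentile 0. On average 10.2% of the genes of a random list had M < −0.5, and at most 20.8% did. Since matrix genes are regulated together, these percentiles describe the 2 libraries only. Adding 1 TPM to both libraries moved the list most, to a median of −0.41 over 164 genes, and its percentile was again 0.

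**Figure D1:**
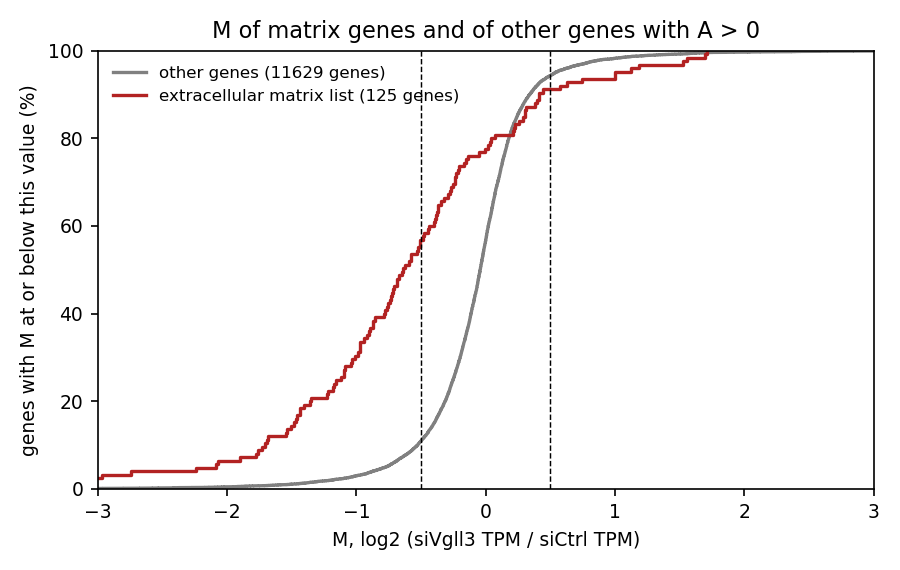
Cumulative share of genes (y axis, %) with M at or below the value on the x axis (log2 ratio of si*Vgll3* to siCtrl TPM), for the 125 genes of the matrix list (red) and the 11629 other genes with A > 0 (grey), with the thresholds on M as dashed lines. The red line has reached 56.8% at the lower threshold, where the grey line is close to the 11.4% of all genes.

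The collagen genes of the list numbered 23, with a median M of −0.87 (−1.03 to −0.49). Of these, 16 lay below −0.5, and the only one with M above 0 was *Col7a1*, which rose from 1.46 TPM to 2.91 TPM, an M of 1.00 [0.88, 1.12]. Summed over the collagen genes, TPM was 17650 in siCtrl and 10761 in si*Vgll3*, or 1.77% and 1.08% of all TPM. *Col14a1* (NCBI gene 12818, chromosome 15) had the lowest M of the collagens, −2.08 [−2.11, −2.06], and fell from 159 TPM to 37.4 TPM. Its interval in the annotation also holds *1700040F17Rik* and a pair of predicted genes. *Col6a1* (NCBI gene 12833, chromosome 10) fell from 454 TPM to 168 TPM, an M of −1.43 [−1.45, −1.42].

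**Figure D2:**
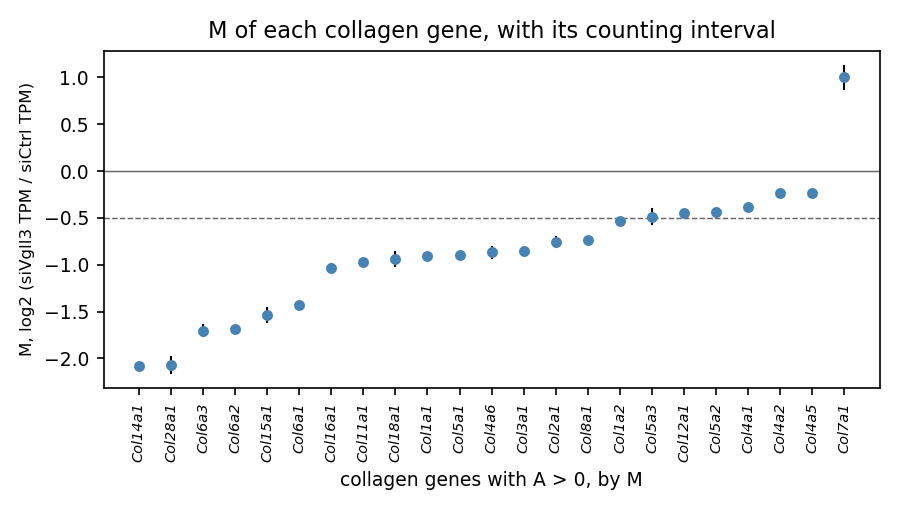
M of each collagen gene with A > 0 (y axis, log2 ratio of si*Vgll3* to siCtrl TPM), ordered along the x axis, with bars for the 95% counting interval, a solid line at 0 and a dashed line at the lower threshold. The points run from −2.08 for *Col14a1* to 1.00 for *Col7a1*, and 16 of the 23 lie under the dashed line.

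Matrix glycoproteins and proteoglycans, 102 genes, had a median M of −0.58 (−0.73 to −0.34), with 55 genes below −0.5 and 10 above 0.5. *Postn* (NCBI gene 50706, chromosome 3) was among them, at 696 TPM in siCtrl and 299 TPM in si*Vgll3*, an M of −1.22 [−1.23, −1.20]. Basement membrane genes, all of them also in the matrix list, had a median M of −0.66 (−0.87 to −0.32) over 24 genes. All of these groups were at percentile 0 of their own random lists. From the annotations that the lower genes share, the paper proposes a fall of the matrix genes as a group.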

Comprehensive Gene Ontology (GO) analysis using DAVID on these 1314 genes suggested that extracellular matrix genes in the myofibroblasts were downregulated by *Vgll3* knockdown (Fig. 3b). Further, in cardiac myofibroblasts treated with si*Vgll3*, qRT-PCR demonstrated significantly reduced mRNA levels of extracellular matrix genes, *Col1a1, Col1a2, Col6a1, Col14a1* and *Postn* (Fig. 3c, Supplementary Fig. 5a), indicating that VGLL3 increases the mRNA expression of these genes. Consistently, Collagen I protein levels were significantly decreased in cardiac myofibroblasts treated with siRNA against *Vgll3* (Fig. 3d). Conversely, in VGLL3-overexpressing NIH3T3 cells, the mRNA levels of *Col1a1* and *Col1a2* were significantly increased (Fig. 3e). Interestingly, VGLL3 overexpression also increased the amount of endogenous *Vgll3* mRNA (3’UTR of *Vgll3* mRNA) in NIH3T3 cells, indicating that VGLL3 promotes the transcription of its own gene (Fig. 3f). Significant reduction of collagen mRNA and Collagen I protein by *Vgll3* knockdown was observed in cardiac myofibroblasts, as well as in liver myofibroblasts isolated from NASH model mice (Fig. 3g, h), and from mice with CCl_4_-induced liver fibrosis (Supplementary Fig. 5b), or CCD-18Co cells (Fig. 3i, Supplementary Fig. 5c). These results suggest that VGLL3 increases collagen expression in myofibroblasts from various tissues. We further found that knockdown of *Vgll4*, another VGLL family protein that was slightly expressed in cardiac myofibroblasts (Supplementary Fig. 1e), did not significantly influence the *Col1a1* and *Col1a2* levels in myofibroblasts (Supplementary Fig. 5d), suggesting that VGLL4 is not involved in regulating their expressions.

**Fig. 3:**
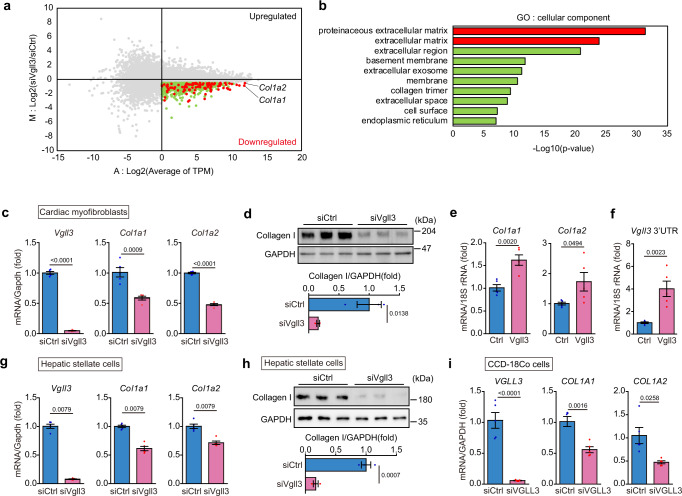
*Vgll3* promotes fibrosis-related gene expression in myofibroblasts. **a** Representative MA plot of RNA-seq data demonstrating upregulated or downregulated genes by si*Vgll3* treatment in cardiac myofibroblasts. Red and green dots represent genes downregulated by si*Vgll3* treatment (*M* < −0.5, *A* > 0). Red and green dots represent proteinaceous extracellular matrix genes/extracellular matrix genes and the other genes shown in (**b**), respectively. **b** Enrichment analysis of ontology for the genes downregulated by si*Vgll3* treatment. **c** mRNA levels of *Vgll3* and fibrosis-related genes in cardiac myofibroblasts transfected with siRNA (#1) targeting *Vgll3* (*n* = 5 each). **d** Protein levels of Collagen I and GAPDH in cardiac myofibroblasts transfected with siRNA (#1) targeting *Vgll3* (*n* = 3 each). **e** *Col1a1* and *Col1a2* mRNA levels in NIH3T3 cells overexpressing FLAG-VGLL3 (*n* = 5 each). **f** mRNA levels of *Vgll3* 3′UTR in NIH3T3 cells overexpressing FLAG-VGLL3 (*n* = 5 each). **g** mRNA levels of *Vgll3* and fibrosis-related genes in hepatic stellate cells isolated from the livers of NASH model mice, and transfected with siRNA (#1) targeting *Vgll3* (*n* = 5 each). **h** Protein levels of Collagen I and GAPDH in hepatic stellate cells isolated from the livers of NASH model mice, and transfected with siRNA (#1) targeting *Vgll3* (*n* = 3 each). **i** mRNA levels of *VGLL3* and fibrosis-related genes in CCD-18Co transfected with siRNA targeting *VGLL3* (*n* = 5 each). All experiments were conducted at least three times. Data in (**c**–**i**) are presented as the mean ± SEM. *P*-values were determined using the one-sided Fisher’s exact test in (**b**), the two-sided Student’s *t* test in (**c**–**f**, **h**, **i**), and the two-sided Mann–Whitney’s *U* test in (**g**), Source data are provided as a Source Data file.

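*Col1a1* (NCBI gene 12842) lies on chromosome 11 of mm10 from 94936224 to 94953042. Its reads numbered 1862093 in siCtrl and 921773 in si*Vgll3*, and its TPM was 4918 in siCtrl and 2631 in si*Vgll3*. This gave an M of −0.90 [−0.91, −0.90] at an A of 11.9. *Col1a2* (NCBI gene 12843) lies on chromosome 6 from 4504814 to 4541544, where it overlaps the predicted gene *Gm43921*. It had 1528588 reads in siCtrl and 980824 in si*Vgll3*, or 4585 TPM and 3179 TPM. Its M of −0.53 [−0.53, −0.52] was below the threshold of −0.5 by more than counting error but by little. Under 4 of the alternatives *Col1a2* lay above that threshold. Its M was −0.48 with CPM, −0.49 with both TMM scaling and DESeq2's size factors, and −0.48 with M centred on the median of all genes. *Col1a1* stayed below the threshold under each of them.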

### Identification of VGLL3-interacting proteins by immunoprecipitation-mass spectrometry

To explore the mechanism underlying increased collagen expression by VGLL3, proteins interacting with VGLL3 were identified using immunoprecipitation-mass spectrometry. Isolated cardiac myofibroblasts retrovirally transduced with constructs encoding FLAG-tagged VGLL3 or a control vector, cultured on polystyrene plates, and processed for immunoprecipitation with anti-FLAG antibodies. Liquid chromatography coupled with tandem mass spectrometry (LC-MS/MS) and label-free quantification revealed multiple VGLL3-binding candidate proteins (Fig. 4a, Supplementary data 1). Among them, we identified the TEAD family member TEAD1, which reportedly interacts with VGLL family proteins^24,25^. The effect of TEAD1 on fibrotic gene expression in cardiac myofibroblasts was thus examined. However, siRNA targeting *Tead1* did not affect fibrotic gene expression in cardiac myofibroblasts (Supplementary Fig. 6), suggesting that TEAD1 is not involved in the VGLL3-mediated fibrotic pathway.

**Fig. 4:**
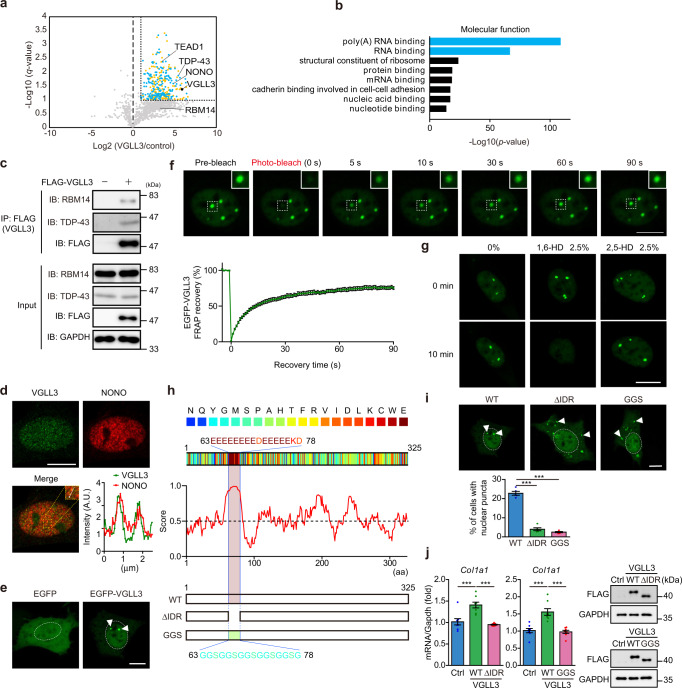
VGLL3 undergoes liquid–liquid phase separation through its glutamic acid-rich low-complexity domain. **a** Volcano plot of differential protein profiles in anti-FLAG immunoprecipitates from control and FLAG-VGLL3–overexpressing myofibroblasts. Orange and blue dots represent the proteins (*q* < 0.1, fold increase >2). Blue dots represent poly-(A) RNA binding and RNA binding proteins. **b** Enrichment analysis of the ontology for proteins that significantly interact with FLAG-VGLL3. **c** Interaction between FLAG-VGLL3 and endogenous RBM14 and TDP-43 in cardiac myofibroblasts. **d** Immunostaining of endogenous VGLL3 and NONO in myofibroblasts. The graph represents line scans along the white line in the yellow dashed square in the inset. **e** Images of live NIH3T3 cells overexpressing EGFP or EGFP-VGLL3. **f** Fluorescence recovery after photobleaching (FRAP) analysis of EGFP-VGLL3 puncta in live NIH3T3 cells. The mean intensity of normalised fluorescence was shown in the graph (*n* = 15). **g** Effects of 1,6-HD and 2,5-HD treatments on EGFP-VGLL3 puncta in NIH3T3 cells. **h** Scheme of the primary sequence of mouse VGLL3, with individual amino acids colour-coded by the PLAAC algorithm. Schematic prediction of intrinsic disorder tendency in mouse VGLL3 by IUPred2A. The intrinsically disordered region (IDR; aa 63–78) in mouse VGLL3 is highlighted. All amino acid residues in the IDR region were deleted (ΔIDR) or replaced with glycine (G) and serine (S) residues (GGS) in VGLL3 ΔIDR mutant or GGS mutant, respectively. **i** Images of live NIH3T3 cells overexpressing EGFP-VGLL3 (WT) and　EGFP-VGLL3 mutants (ΔIDR and GGS). The graph represents the percentage of cells harbouring nuclear puncta in the cells (*n* = 5). **j** *Col1a1* mRNA levels in the cells (*n* = 8). The protein levels of overexpressed FLAG-VGLL3s in the cells were evaluated by western blotting. All experiments were performed at least three times. Data in (**i**, **j**) are shown as the mean ± SEM. *P-*values were determined using one-way ANOVA followed by Tukey’s range test in (**i**, **j**), ***P < 0.001. White dashed circles or white arrowheads in (**e**, **i**) mark the nucleus or the representative puncta, respectively. Scale bars = 10 μm. Source data are provided as a Source Data file.

### VGLL3 can undergo phase separation

Unexpectedly, mass spectrometry analysis identified many RNA-binding proteins as candidate VGLL3 interactors (Fig. 4a, b). Among them, multiple RNA-binding proteins harbour a Prion-like domain and are prone to undergo LLPS, including RBM14, TAR DNA-Binding Protein 43 (TDP-43) and NONO^17^. To confirm the interaction between these RNA-binding proteins and VGLL3, lysates from cardiac myofibroblasts expressing FLAG-tagged VGLL3 were immunoprecipitated with anti-FLAG antibodies, followed by western blotting with antibodies specific for RBM14 and TDP-43 (Fig. 4c). These experiments revealed that endogenous RBM14 and TDP-43 interact with FLAG-tagged VGLL3. Immunocytochemical analysis for the co-localisation of VGLL3 and NONO in cardiac myofibroblasts revealed that endogenous VGLL3 formed puncta in the nucleus, and these were co-localised with endogenous NONO (Fig. 4d). We further confirmed that exogenous EGFP-VGLL3 formed nuclear puncta in NIH3T3 cells, whereas EGFP alone did not (Fig. 4e). These results led us to hypothesise that VGLL3 can undergo phase separation in the nucleus. To determine whether VGLL3-positive puncta have liquid-like properties, fluorescence recovery after photobleaching (FRAP) experiments were conducted in NIH3T3 cells expressing EGFP-VGLL3. After photobleaching, the signal for EGFP disappeared, and EGFP-VGLL3 puncta recovered, reaching ~60% of the pre-bleaching intensity in ~30 s (Fig. 4f, Supplementary Movie 1). These kinetics are similar to those of other reported liquid-like condensates^46–48^. To further characterise the VGLL3-positive puncta, we treated NIH3T3 cells expressing EGFP-VGLL3 with 1,6-hexanediol (1,6-HD), an aliphatic alcohol that is known to disrupt phase-separated condensates^49^. Upon 1,6-HD treatment, VGLL3-positive puncta in the cells rapidly disappeared (Fig. 4g), whereas treatment with 2,5-hexanediol (2,5-HD), an aliphatic alcohol which does not disrupt phase-separated condensates^49^, did not affect the formation of VGLL3-positive puncta (Fig. 4g). These results indicate that VGLL3-positive puncta are liquid droplet-like and highly dynamic and that VGLL3 can phase separate into condensates in the nucleus.

### The intrinsically disordered region in VGLL3 is essential for its phase separation and promotion of collagen production

Intrinsically disordered regions (IDRs) exist in amino acid (aa) sequences of many proteins that undergo LLPS^47^. Using IUPred2A^50^, we identified a high score region (aa 63–78), which might be the IDR responsible for the phase-separation of VGLL3 (Fig. 4h). Of the 16 amino acids in this region, 15 were acidic amino acids (13 glutamic acids and 2 aspartic acids). To confirm the contribution of this IDR to the phase separation of VGLL3, we generated a VGLL3 mutant that lacks the poly-glutamate IDR (aa 63–78), VGLL3 ΔIDR mutant and a VGLL3 mutant with its IDR domain changed to a glycine-and-serine-rich sequence, VGLL3 GGS mutant (Fig. 4h). Overexpression of VGLL3 ΔIDR mutant or VGLL3 GGS mutant in NIH3T3 cells, showed that the percentage of cells with puncta in the nucleus was dramatically decreased, compared with that in VGLL3 wild-type (WT) cells, indicating that the IDR is necessary for the phase separation of VGLL3 in the nucleus (Fig. 4i).

We further examined whether the ability of VGLL3 to undergo LLPS is required for the increased collagen expression. VGLL3 WT overexpression in NIH3T3 cells significantly increased the mRNA expression of *Col1a1* in the cells (Fig. 4j). However, *Col1a1* mRNA expression was not increased in NIH3T3 cells overexpressing the VGLL3 ΔIDR mutant or the VGLL3 GGS mutant, even though the protein levels of VGLL3 WT and the VGLL3 mutants were comparable (Fig. 4j). These results demonstrated that the increased expression of collagens by VGLL3 depends on its ability to undergo LLPS.

### VGLL3 is incorporated into non-paraspeckle NONO condensates

As shown in Fig. 4d, endogenous VGLL3 co-localised with endogenous NONO, a key component of paraspeckles in myofibroblasts. Close inspection of mass spectrometry analysis also revealed that about half (15/40) of the paraspeckle proteins are VGLL3 interactors (Supplementary Fig. 7), suggesting that VGLL3 is incorporated into paraspeckles^17,51^. To examine this, we detected the expression of nuclear paraspeckle assembly transcript 1 (*Neat1*), a long noncoding RNA that functions as an essential framework of paraspeckles^17,22^, in cardiac myofibroblasts by fluorescence in situ hybridisation (FISH). The combination of FISH and immunofluorescence staining for VGLL3 demonstrated that the number of VGLL3 puncta was much higher than that of *Neat1*. Most of the VGLL3-positive puncta were *Neat1*-negative, and only a few VGLL3-positive puncta were *Neat1*-positive (Fig. 5a, Supplementary Fig. 8a). Consistent with this data, most of the EGFP-VGLL3 puncta in NIH3T3 cells were *Neat1*-negative (Fig. 5b, Supplementary Fig. 8b). The co-staining for NONO and *Neat1* revealed that paraspeckles expressing both NONO and *Neat1* were present in cardiac myofibroblasts and the number of NONO puncta was much higher than that of *Neat1* (Fig. 5c), like other cells in previous reports^18,19,52^, indicating the existence of non-paraspeckle NONO condensates in myofibroblasts. Very recent reports revealed that non-paraspeckle NONO condensates do not contain *Neat1* but are composed of many proteins that make up paraspeckles^18,19^. Consistent with these previous reports, we found that the non-paraspeckle NONO condensates in cardiac myofibroblasts contain splicing factor proline- and glutamine-rich (SFPQ), an RNA-binding protein^18,19,22^(Fig. 5d). Co-localisation of VGLL3 with NONO or SFPQ was also confirmed in NIH3T3 cells expressing small amounts of EGFP-VGLL3 (Fig. 5e, f). To further characterise the VGLL3/NONO-positive puncta, we treated myofibroblasts with RNase A. The RNA digestion almost completely eliminated nuclear VGLL3-positive puncta in cardiac myofibroblasts (Fig. 5g), suggesting that the formation of the VGLL3/NONO condensates depends on architectural RNA distinct from *Neat1*. Although *Neat1* was detected only in a small portion of VGLL3/NONO condensates (Supplementary Fig. 8a), *Neat1* knockdown significantly reduced collagen production in cardiac myofibroblasts (Supplementary Fig. 8c), suggesting that *Neat1* is also involved in fibrosis-related gene expression.

**Fig. 5:**
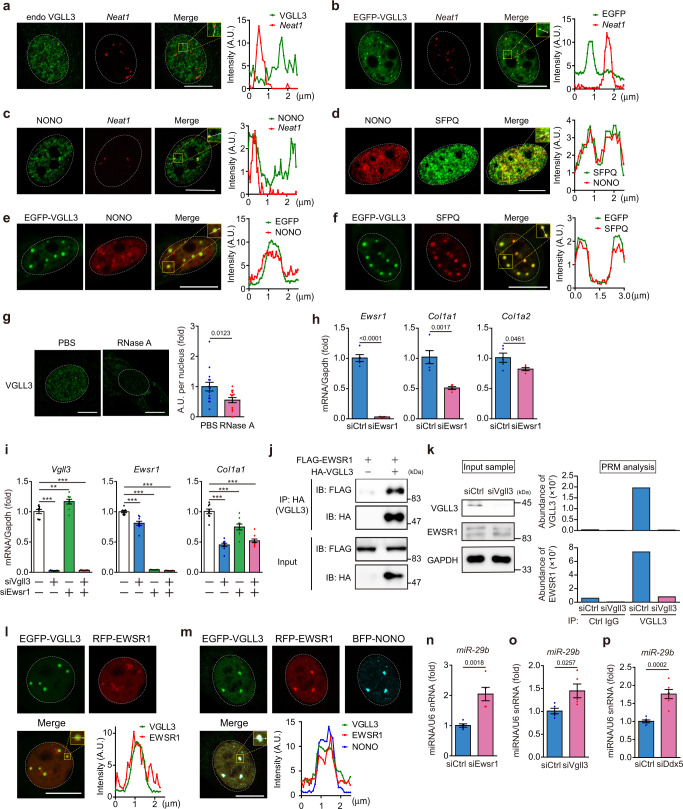
The VGLL3/EWSR1 complex in NONO condensates increases collagen expression through attenuation of miR-29b production. **a** Micrographs of endogenous VGLL3 puncta detected by immunostaining, and *Neat1* mRNA detected by RNA-FISH in cardiac myofibroblasts. **b** Micrographs of EGFP-VGLL3 puncta and *Neat1* mRNA detected by RNA-FISH in NIH3T3 cells. **c** Micrographs of endogenous NONO puncta detected by immunostaining, and *Neat1* mRNA detected by RNA-FISH in myofibroblasts. **d** Micrographs of endogenous NONO and SFPQ detected by immunostaining in myofibroblasts. **e**, **f** Micrographs of EGFP-VGLL3 and endogenous NONO (**e**) or SFPQ (**f**) in NIH3T3 cells. **g** Micrographs of endogenous VGLL3 in myofibroblasts treated with PBS or RNase A. Summed intensity of VGLL3-signal per nucleus is shown in graph (*n* = 15 cells/group). **h** mRNA levels of *Ewsr1* and fibrosis-related genes in cardiac myofibroblasts transfected with siRNA targeting *Ewsr1* (*n* = 5 each). **i** *Vgll3*, *Ewsr1* and *Col1a1* mRNA levels in myofibroblasts transfected with siRNA targeting *Vgll3*, *Ewsr1*, or both *Vgll3*/*Ewsr1* (*n* = 5 each). **j** Interaction between HA-VGLL3 and FLAG-EWSR1 in HEK293 cells. **k** Endogenous interaction between VGLL3 and EWSR1 in myofibroblasts analysed by parallel reaction monitoring (PRM) mass spectrometry of immunoprecipitants with anti-VGLL3 antibody. Western blot images of cell lysates used in the PRM analysis are shown in the left. **l**, **m** Images of live NIH3T3 cells transfected with EGFP-VGLL3 and RFP-EWSR1 (**l**) or EGFP-VGLL3, RFP-EWSR1, and BFP-NONO (**m**). **n**–**p** miR-29b levels in myofibroblasts transfected with siRNA targeting *Ewsr1* (**n**), *Vgll3* (**o**) or *Ddx5* (**p**) (*n* = 5–6). All experiments were performed at least three times. Data in (**g**–**i**, **n, o**, **p**) are shown as the mean ± SEM. *P*-values were determined using the two-sided Student’s *t* test in (**g**, **h**, **n**, **o**, **p**), and one-way ANOVA followed by Tukey’s range test in (**i**), **P < 0.01, ***P < 0.001. White dashed circles mark the nucleus. The graphs represent line scans along the white lines in the yellow dashed square in the insets on (**a**–**f**, **l**, **m**). Scale bars in (**a**–**g**, **l**), and **m** = 10 μm. Source data are provided as a Source Data file.

### Identification of EWSR1 as a VGLL3-interacting protein that promotes collagen expression in non-paraspeckle NONO condensates

To determine the protein involved in the VGLL3-mediated fibrotic pathway, we knocked down *Nono*, *Rbm14* and *Tardbp* encoding TDP-43 in cardiac myofibroblasts. However, their knockdown failed to decrease collagen expression (Supplementary Fig. 9a–c). We thus knocked down some RNA-binding proteins that are candidate VGLL3-interacting proteins (Supplementary Fig. 7) and found that *Ewsr1* knockdown decreased the expression of collagens (Fig. 5h, Supplementary Fig. 10a), demonstrating that EWSR1 is involved in increase of collagen mRNA expression in cardiac myofibroblasts. The decreased mRNA expression of collagens by *Vgll3* knockdown was the same as that with the co-knockdown of *Vgll3* and *Ewsr1* (Fig. 5i), suggesting that these participate in the same pro-fibrotic signalling pathway. We then confirmed the interaction between VGLL3 and EWSR1 in HEK293 cells overexpressing HA-VGLL3 and FLAG-EWSR1 using immunoprecipitation (Fig. 5j). To further reveal the endogenous interaction between VGLL3 and EWSR1 in cardiac myofibroblasts, we immunoprecipitated VGLL3 using a custom-made antibody in cardiac myofibroblasts treated with control siRNA or *Vgll3* siRNA (Fig. 5k). The protein amount of EWSR1 in cardiac myofibroblasts was not affected by *Vgll3* siRNA treatment (Fig. 5k). Parallel reaction monitoring (PRM) analysis, an MS/MS-based targeted quantification method, revealed that the amount of EWSR1 in the anti-VGLL3 immunoprecipitates was much higher than that in the control immunoprecipitates (Fig. 5k, Supplementary data 2). Further, the amount of EWSR1 peptides in the anti-VGLL3 immunoprecipitates was decreased upon *Vgll3* siRNA treatment (Fig. 5k, Supplementary data 2). VGLL3 peptides were also detected in the immunoprecipitates obtained from cardiac myofibroblasts with the VGLL3 antibody, but not in those from *Vgll3* siRNA-treated cardiac myofibroblasts or those obtained with the control antibody (Fig. 5k, Supplementary data 2), confirming that VGLL3 in the cells was specifically immunoprecipitated with the anti-VGLL3 antibody. These data demonstrate the endogenous interaction between VGLL3 and EWSR1. Consistently, co-localisation experiments using NIH3T3 cells expressing EGFP-VGLL3 and RFP-EWSR1 revealed that the localisation of VGLL3 nuclear puncta and that of EWSR1 nuclear puncta was almost identical in NIH3T3 cells (Fig. 5l). However, the EGFP-VGLL3 ΔIDR puncta were localised in the cytoplasm and not co-located with RFP-EWSR1 puncta (Supplementary Fig. 10b). We further confirmed that the localisation of these EGFP-VGLL3/RFP-EWSR1 puncta and BFP-NONO nuclear puncta was nearly identical in NIH3T3 cells (Fig. 5m).

### EWSR1 and VGLL3 decrease the miR-29b levels in cardiac myofibroblasts

NONO heterodimerises with SFPQ to process pri-miRNA prior to presentation to the Drosha complex^20^. In addition, EWSR1 deficiency was reported to change the expression of three miRNAs (miR-18, miR-29b, and let-7f)^53^, which suppress the expression of collagen and several fibrotic molecules^54–56^. We therefore speculated that the VGLL3/EWSR1 complex in NONO condensates controls the expression of collagens by controlling the biogenesis of these miRNAs. Of the three miRNAs whose expression levels are regulated by EWSR1, miR-29b levels were significantly increased in cardiac myofibroblasts after *Ewsr1* knockdown (Fig. 5n), while miR-18 and let-7f were not expressed in these cells. These results indicated that the expression of miR-29b^55^, the best-known miRNA that suppresses the expression of collagen and several fibrotic molecules^54,55^, most likely by binding to their 3′UTRs^57^, and contributes to fibrosis after MI^58^, is downregulated by *Ewsr1*. Importantly, miR-29b was significantly upregulated by *Vgll3* knockdown in cardiac myofibroblasts (Fig. 5o). We further examined the expression levels of miRNAs (miR-29a, miR-29c, miR-129 and miR-133a)^59^, which have been reported to directly degrade collagen mRNAs, like miR-29b and other major miRNAs (miR-21 and miR-200a) that affect fibrotic responses in cardiac myofibroblasts^59^. Among these miRNAs, we found that *Vgll3* knockdown significantly increased miR-29a expression, and decreased miR-21 expression (Supplementary Fig. 11a). However, the expression of miR-29a and miR-21 was not significantly affected by *Ewsr1* knockdown (Supplementary Fig. 11b). These observations indicate that the main fibrosis-related miRNA whose expression was significantly affected by VGLL3/EWSR1 complex in NONO condensates in myofibroblasts is miR-29b.

Close inspection of the MS analysis that determined the candidate VGLL3-interacting proteins (Supplementary Fig. 12a) led us to find that endogenous VGLL3 interacts with endogenous DEAD-Box Helicase 5 (DDX5) (Supplementary Fig. 12b, Supplementary data 3), a component of microprocessor complex that is involved in microRNA biogenesis^60^. In fact, DDX5 was found in VGLL3/NONO condensates (Supplementary Fig. 12c). Importantly, *Ddx5* knockdown significantly increased miR-29b expression (Fig. 5p) and decreased the expression of collagens (Supplementary Fig. 12d), as did *Vgll3* knockdown, suggesting that DDX5 is involved in VGLL3-mediated suppression of miR-29b in the condensates.

### MI-induced cardiac fibrosis is attenuated in the absence of VGLL3

Finally, we investigated the contribution of VGLL3 and its suppression of miR-29b to fibrosis in vivo. We established *Vgll3* knockout (KO) mice (Fig. 6a, Supplementary Fig. 13a–c), and induced MI therein to elicit cardiac cell death and subsequent fibrosis. Because the decreased expression of miR-29b in the mouse heart exhibits a trough 3 days after MI surgery and increases soon thereafter^58^, we decided to compare the expression levels of collagen mRNAs and miR-29b in the hearts of WT and *Vgll3* KO mice 3 days after MI. Three days after MI, the infarcted heart was divided into two parts: the infarcted section and remote (non-infarcted) section; the expression of fibrotic genes in each section was then determined. In WT control mice, *Col1a1*, *Col1a2*, *Col6a1*, *Col14a1*, *Postn*, and *Vgll3* expression was remarkably increased in the infarcted area (Fig. 6a, Supplementary Fig. 14a). However, in *Vgll3* KO mice, the upregulation of these genes in the infarcted area was significantly attenuated (Fig. 6a, Supplementary Fig. 14a). Consistently, collagen production by myofibroblasts isolated from the infarcted hearts of *Vgll3* KO mice was significantly reduced compared to those isolated from the infarcted hearts of WT mice (Fig. 6b, Supplementary Fig. 14b). Both in vitro and in vivo proliferation assays demonstrated that the *Vgll3* KO and WT myofibroblasts do not differ in proliferative capacity (Fig. 6c, Supplementary Fig. 14c). In addition, the number of myofibroblasts at the infarcted area was unchanged between WT and KO mice (Supplementary Fig. 14d). Consistent with the results shown in Fig. 5n, miR-29b expression was significantly upregulated in the infarcted areas of *Vgll3* KO mice (Fig. 6d), suggesting that miR-29b expression is repressed by the VGLL3/EWSR1 axis in vivo. We then examined the effect of VGLL3 deficiency on the number and size of the non-paraspeckle NONO condensates in cardiac myofibroblasts. The immunocytochemical analysis using anti-NONO antibody demonstrated that the number and size of NONO condensates in myofibroblasts from KO mice were not significantly different from those in myofibroblasts from WT mice, although there was a trend towards a decrease (Supplementary Fig. 14e).

**Fig. 6:**
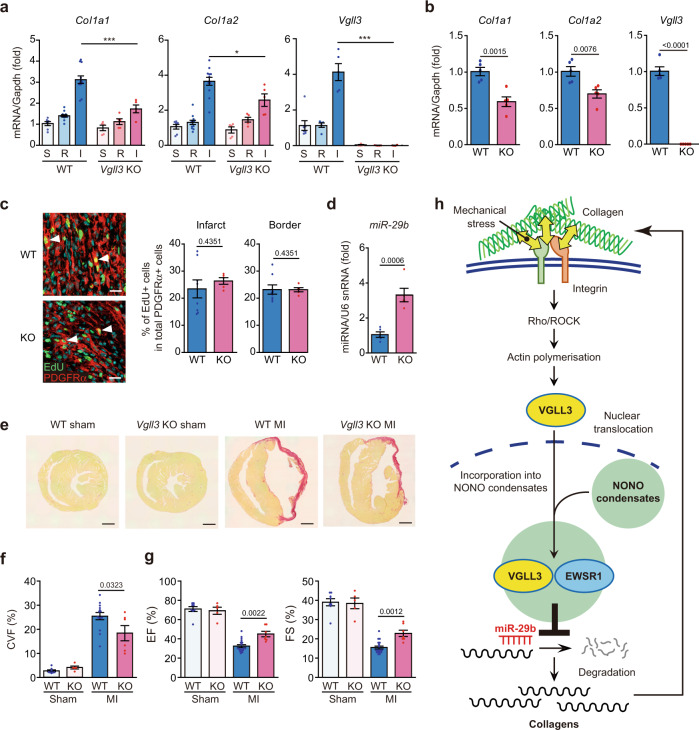
*Vgll3* deficiency in mice attenuates cardiac fibrosis and impairs cardiac dysfunctions after myocardial infarction. **a** mRNA levels of *Col1a1*, *Col1a2* and *Vgll3* in sham (S)-operated ventricles, and in the remote (R) and infarcted (I) areas of wild-type (WT) and *Vgll3* knock-out (KO) mouse hearts, 3 days after MI (WT: S/R/I, *n* = 7/12/12; KO: S/R/I, *n* = 5/5/5). **b** mRNA levels of *Col1a1*, *Col1a2* and *Vgll3* in cardiac myofibroblasts isolated from WT and *Vgll3* KO mouse hearts, 3 days after MI (WT: *n* = 5; KO: *n* = 5). **c** Immunostaining images of heart sections of WT and *Vgll3* KO mice on day 4 after MI. EdU were injected into the mice 24 h before sampling. White arrowheads indicate EdU+ and PDGFRα + fibroblasts. The percentages of EdU+ cells in total PDGFRα + fibroblasts of border or infarcted area are shown in the graph (WT: *n* = 8; KO: *n* = 5). **d** miR-29b levels in infarcted areas of WT and *Vgll3* KO mouse hearts, 3 days after MI (*n* = 5 each). **e** Images of heart sections of WT and *Vgll3* KO mice, 28 days after MI, stained with Picro-Sirius red. **f** The collagen volume fraction (CVF) was calculated as the percentage of Picro-Sirius red-positive collagen deposition area (WT: Sham/MI, *n* = 8/14; KO: Sham/MI, *n* = 5/6). **g** Echocardiographic measurements of the ejection fraction (EF) and fractional shortening (FS), 28 days after MI (WT: Sham/MI, *n* = 8/18; KO: Sham/MI, *n* = 5/7). **h** Schematic of the VGLL3-mediated signalling pathway that enhances collagen gene expression in myofibroblasts. Data in (**a**–**d**, **f**, **g**) are shown as the mean ± SEM. *P*-values were determined using one-way ANOVA followed by Tukey’s range test in (**a**) (*Col1a1* and *Col1a2*), Kruskal–Wallis followed by Dunn’s test in (**a**) (*Vgll3*), two-sided Student’s *t* test in (**b**, **d**, **f**), and two-sided Mann–Whitney’s *U* test in (**c**, **g**), *P < 0.05, ***P < 0.001. n.s.; not statistically significant. Scale bars in **c** = 20 μm, **e** = 1 mm. Source data are provided as a Source Data file.

Comparison of cardiac conditions in WT and *Vgll3* KO mice at 28 days after MI using Picro-Sirius red staining of heart sections revealed a significantly lower degree of fibrosis in *Vgll3* KO mice than in WT mice (Fig. 6e, f). Furthermore, echocardiography demonstrated that the values for ejection fraction and fractional shortening rate, reflecting contractility, were significantly increased (Fig. 6g, Supplementary Fig. 14f, Supplementary Table 1) and E/A ratio, reflecting reduced diastolic function, was significantly decreased in *Vgll3* KO mice at 28 days after MI (Supplementary Fig. 14g). Together, these observations indicated that VGLL3 participates in fibrosis development in vivo.

## Discussion

In this study, we identified VGLL3 as a positive regulator for collagen production by myofibroblasts. *Vgll3* expression is induced immediately after MI, peaks on day 7 after MI, and remains high even on day 28 (Fig. 2a). During the acute inflammatory phase (day 0–day 3) after MI, ECM proteins are not highly accumulated. We thus consider that VGLL3 expression in this period is mainly induced by TGF-β that secreted by immune cells infiltrating the infarcted area. By the time acute inflammation subsides, the amount of TGF-β is decreased, but tissue fibrosis progresses, and the tissue becomes sclerotic. This increases the contribution of matrix stiffness to the induction of VGLL3 expression in myofibroblasts. In other words, the contribution of matrix stiffness to VGLL3 induction is expected to increase as the disease progresses into the chronic inflammatory phase.

Matrix stiffness induces VGLL3 nuclear translocation, resulting in increased expression of collagens and VGLL3, indicating the contribution of VGLL3 to the positive feedback loop of collagen production (Fig. 6h). Similar to VGLL3, the transcription cofactor MRTF also translocates to the nucleus upon mechanical stress, depending on the actin cytoskeleton, leading to an increase in ECM protein expression^13,61^. MRTF reportedly binds to G-actin under low mechanical stress. When G-actin assembles into F-actin in response to increased ECM stiffness, MRTF is released from G-actin, translocating to the nucleus, where MRTF binds to SRF. As for VGLL3, the upstream molecule that links actin polymerisation with VGLL3 nuclear translocation is yet unidentified. Elucidation of this molecule will further enhance our understanding of the role of VGLL3 in fibrosis promotion by mechanical stress.

VGLL3 is a transcription cofactor proposed to be involved in some biological processes^25–27^. Among VGLL family proteins, only VGLL3 was found to promote fibrosis-related gene expression in myofibroblasts without TEAD1 (Supplementary Fig. 1f, g, 5d, 6). The amino acid sequences of other VGLL family molecules do not contain any domains similar to the glutamate-rich IDR domain of VGLL3. Thus, liquid–liquid phase separation by the glutamate-rich IDR domain, which is conserved in both mouse and human VGLL3, was found to play an important role in the unique function of VGLL3. A previous report demonstrated that VGLL3 has a strong female-biased expression and is proposed to promote female-biased autoimmunity^27^. Thus, the LLPS of VGLL3 may also be involved in the development of autoimmune diseases and associated fibrosis. It would be of interest to analyse female *Vgll3* KO mice in detail from this perspective, though we have found no phenotypes in the *Vgll3* KO mice under normal conditions.

A recent report firstly demonstrated that substrate stiffness can influence the conditions of phase-separated condensates in cells^62^. They reveal that paraspeckles are mechanosensitive, and their parameters (i.g. number, area) are decreased by substrate stiffness in several cancer cell lines; however, the molecules responsible for the decrease have not been identified. In this study, we identified VGLL3 as a molecule that was induced by substrate stiffness and affects the miR-29b production in non-paraspeckle NONO condensates, where VGLL3 was incorporated, in cardiac myofibroblasts. These studies indicate that substrate stiffness may affect the conditions of various biomolecular condensates in a variety of cells and that the way in which it is affected may vary among different cell types. Our study revealed the existence of non-paraspeckle VGLL3/NONO condensates in cardiac myofibroblasts and its involvement in miR-29b production. However, our understanding of non-paraspeckle VGLL3/NONO condensates in the cells is just beginning. It will be important to identify architectural lncRNA other than *Neat1* and to unveil the detailed mechanism of miR-29b production in condensates in the future.

The VGLL3 ΔIDR mutant formed puncta in the cytoplasm, while VGLL3 WT was located in the nucleus. In addition to the low-complexity domain in the proteins undergoing LLPS, their post-translational modifications are also known to significantly affect their LLPS. TDP-43, a paraspeckle protein, was recently reported to be acetylated and phosphorylated by stimuli such as prolonged stress and to translocate outside the nucleus by the modifications^63,64^. In the cytoplasm, TDP-43 is incorporated into stress granules, and aggregated TDP-43 is proposed to contribute to the pathogenesis of amyotrophic lateral sclerosis^65^. Therefore, it will be interesting to examine the post-translational modifications of VGLL3 by matrix stiffness and their contribution to its nuclear translocation.

Fibrosis is involved in various diseases affecting multiple tissues, leading to the worsening of these conditions. However, pirfenidone (Esbriet®) and nintedanib (Ofev®) are the only approved anti-fibrotic drugs available at present. As such, novel therapies and target molecules are needed for this pathology. We found that VGLL3 promotes collagen production in both cardiac and hepatic myofibroblasts. Importantly, VGLL3 expression, which is normally low in the normal heart in mice and humans, is induced in fibroblasts in response to injury and mechanical signals. VGLL3 induction during myofibroblast differentiation was also observed in the fibrotic mouse liver. Collectively, VGLL3 is involved in the fibrosis of various organs and may represent a novel therapeutic target for tissue fibrosis.

## Methods

### Surgical procedure

All animal experiments were approved by the Animal Care and Use Committee of Kyushu University (A19-178-0, A21-139-0) and conform to the relevant national and international guidelines in the ‘Act on Welfare and Management of Animals’ (Ministry of Environment of Japan). WT mice (C57BL/6J and C57BL/6N) (Japan SLC Inc.) and *Vgll3* KO mice (C57BL/6N background) were used in this study. Only male mice were used for in vivo study, because female hormones have a variety of protective effects on the cardiovascular system. Mice were maintained under 12-h light/12-h dark cycle. The room temperature was regulated at 20 °C and humidity was controlled at 50%. C57BL/6J mice were used for the functional analysis of isolated myofibroblasts and identification of cells expressing VGLL3. C57BL/6N mice were used as the control group for experiments using *Vgll3* KO mice. Male and female two-day-old SD rats were transferred from Kyudo and were immediately sacrificed.

For the mouse cardiac fibrosis model of MI, male mice (8–10 weeks old) were anaesthetised and subjected to permanent occlusion of the left coronary artery. Sham-operated animals underwent the same procedure without occlusion of the coronary artery.

For the model of CCl_4_-induced liver fibrosis, male mice (8–10 weeks old) were intraperitoneally administered 5 mL/kg of 20% (v/v) CCl_4_ solution [CCl_4_ (05-1595-5; Sigma-Aldrich) was dissolved in corn oil (C8267; Sigma-Aldrich)] or vehicle (corn oil) twice weekly, for 4 weeks. To evaluate recovery from liver injury, CCl_4_ administration was discontinued for 4 weeks after the final administration.

For the mouse model of NASH, male mice (6 weeks old) were fed a choline-deficient, L-amino acid-defined, high-fat diet with 60 kcal% fat and 0.1% methionine (CDAHFD) (A06071302N; Research Diets) for 10 weeks. Control mice were fed a standard diet (A06071314N; Research Diets) for 10 weeks.

### Preparation of CRISPR/Cas mRNA for generating *Vgll3* KO mice

pT7-sgRNA and pT7-hCas9 plasmid were kindly provided by Dr. Ikawa at Osaka University, Japan^66^. After digestion with EcoRI, hCas9 mRNA was synthesised using an in vitro RNA transcription kit (mMESSAGE mMACHINE^TM^ T7 Ultra Transcription Kit; Ambion), according to the manufacturer’s instructions. A pair of oligos targeting the genomic locus of exon 1 in *Vgll3* (NC_000082) were annealed and inserted into the BbsI site of the pT7-sgRNA vector. The sequences of the oligos were as follows: guide RNA 1; 5′- CGC TGC CAT GAG TTG TGC GG -3′ and guide RNA 2; 5′- CCA GCC CGG CAG CCT TCC GG -3′ (Supplementary Fig. 10a, b). After digestion with XbaI, gRNAs were synthesised using the MEGAshortscript^TM^ Kit (Ambion). The precipitated RNA was dissolved in Opti-MEM I (Life Technologies) at 0.4 μg/μL.

### In vitro fertilisation (IVF) and electroporation

C57BL/6 N female mice (purchased from Crea-Japan Inc.) were used in this study. IVF was performed according to the protocol of the Center for Animal Resources and Development (at Kumamoto University, Japan) (http://card.medic.kumamoto-u.ac.jp/card/english/sigen/manual/onlinemanual.html). Electroporated embryos were cultured in KSOM medium and transferred on the next day to the oviducts of pseudo-pregnant females, on the day of the vaginal plug. A Genome Editor electroporator and LF501PT1-10 platinum plate electrode (BEXCo.Ltd.) were used for electroporation. In total, 50 embryos were prepared and subjected to electroporation. The collected embryos in KSOM medium were placed in the electrode gap filled with 5 μL of Opti-MEM I containing sgRNA and *hCas9* mRNA. Electroporation was performed 5 times at 25 V. The eggs were then cultured in KSOM medium at 37 °C and 5% CO_2_ in an incubator until the two-cell stage.

### Genotyping

Genome editing of *Vgll3* was confirmed by genotyping (genotyping primer; *Vgll3*-S2: 5′-GCA GTA GCA GCT GGT TCA GC-3′, *Vgll3*-AS2: 5′-CCC TGC CAT GCT CAG TTC TG-3′) and genomic DNA sequencing (sequencing primer; *Vgll3*-S1: 5′-AAT GAA GGT GCC CGC GCA TG-3′); *Vgll3* mRNA in KO mice was also sequenced and the deficiency of WT *Vgll3* mRNA in KO mice was confirmed by qRT-PCR.

### Isolation of cardiac myofibroblasts using magnetic-activated cell sorting (MACS)

Three days after MI surgery, WT and *Vgll3* KO mice were sacrificed by an overdose of anaesthesia. After sacrifice, each mouse heart was collected in a 50 mL tube containing 10 mL of ice-cold phosphate-buffered saline (PBS, Nacalai Tesque) for storage. After the collection, the hearts were transferred to a 10 cm dish containing 5 mL ice-cold PBS on a clean bench. The infarcted parts of the hearts were cut into small species by two surgical lancets and washed with ice-cold PBS. The heart pieces were transferred into a 50 mL tube, and 5 mL PBS containing 0.1% collagenase type II and 0.01% elastase (both from Worthington Biochemical Corporation) was added into the tube. The tube was incubated in a water bath at 37 °C with shaking for 10 min and the supernatant was collected using a 1000 μL pipette. After the collection, new 5 mL PBS containing 0.1% collagenase type II and 0.01% elastase was added into the tube and incubated at 37 °C with shaking for 10 min again. The collection of the supernatant and subsequent incubation was repeated five times. The supernatants were pooled and the pooled supernatants containing isolated cells were passed through a 70 μm EASYstrainer^TM^ (Greiner) into a new 50 mL tube. The cell suspension was then centrifuged at 300 x g for 5 min and the supernatant was discarded after centrifugation. The cell pellet was suspended in 1 mL of red blood cell (RBC) lysis buffer (Roche) and incubated for 1 min at 20 °C. Following this, 9 mL of the culture medium was added to the cell suspension and centrifuged at 300 x g for 5 min. After removal of the supernatant, digested cardiac cells were suspended in culture medium [Dulbecco’s Modified Eagle Medium (DMEM, Nacalai Tesque) containing 10% foetal bovine serum (FBS, Gibco) and 1% penicillin–streptomycin (Nacalai Tesque)] and allowed to attach to plastic culture plates overnight to remove debris. The attached cardiac cells were collected using Accutase (Nacalai Tesque). The collected cells were then treated with MACS buffer [0.5% bovine serum albumin (BSA, Sigma-Aldrich) and 2 mM EDTA in PBS] containing CD45 MicroBeads (1:5, 130-052-301; Miltenyi Biotec) for 20 min at 4 °C. After treatment, the cells were separated using an MS column and a MiniMACS separator (both from Miltenyi Biotec). CD45-positive cells were defined as macrophages and CD45-negative cells were defined as myofibroblasts.

To determine the purity of cardiac myofibroblasts, cells were stained with PE-conjugated anti-CD45 antibody (1:200, 30-F11; BioLegend), or FITC-conjugated anti-αSMA antibody (1:200, 1A4; Sigma-Aldrich) after permeabilisation with 0.5% saponin/PBS, and subsequently analysed using FACSVerse^TM^ (BD).

### Regulation of myofibroblast differentiation using substrate stiffness

Cardiac myofibroblasts (3 × 10^5^ cells / 10 cm plate) or CCD-18Co cells (1 × 10^5^ cells / 10 cm plate) were cultured on plastic plates (Falcon) for 7 days in culture medium, and the total RNA or protein was obtained from the proliferated cardiac myofibroblasts (1.6 × 10^6^ cells / 10 cm plate) or CCD-18Co cells (3.6 × 10^5^ cells / 10 cm plate). A portion of the adherent cells was detached from the plate using 0.25% trypsin/1 mM EDTA solution (Nacalai Tesque) and the viability of the detached cells (viability of cardiac myofibroblasts: 96.1%, viability of CCD-18Co cells: 93.8%) was determined by Trypan blue staining (Wako). The cells were then transferred to an Ultra-low Attachment PrimeSurface® Cell Culture Plate (Diameter: 35 mm) (Sumitomo Bakelite) (cardiac myofibroblasts: 1.5 × 10^6^ cells/ 35 mm plate, CCD-18Co cells: 3.4 × 10^5^ cells/35 mm plate) and cultured in suspension (2 mL medium) for 7 days. Cells in suspension were collected by centrifugation, and the cell number (cardiac myofibroblasts: 1 × 10^5^ cells/ 35 mm plate, CCD-18Co cells: 2.7 × 10^4^ cells/35 mm plate) and viability (cardiac myofibroblasts: 100%, CCD-18Co cells: 91.7%) were measured by Trypan blue staining. Total RNA or protein was collected from the cells. The decrease in the cell numbers during suspension culture (cardiac myofibroblasts: 1.5 × 10^6^ cells → 1 × 10^5^ cells, CCD-18Co cells: 3.4 × 10^5^ cells → 2.7 × 10^4^ cells) was due to the anoikis, a form of programmed cell death that occurs in anchorage-dependent cells when they detach from the surrounding ECM. The cells in suspension culture were again cultured on a 10 cm plastic plate (cardiac myofibroblasts: 1 × 10^5^ cells/10 cm plate, CCD-18Co cells: 2.5 × 10^4^ cells/10 cm plate). After 7 days culture, the cell number (cardiac myofibroblasts: 1.5 × 10^5^ cells/10 cm plate, CCD-18Co cells: 6.4 × 10^4^ cells/10 cm plate) and the viability (cardiac myofibroblasts: 86.7%, CCD-18Co cells: 89.6%) were measured by Trypan blue staining. Total RNA or protein was collected from the cells.

### Isolation of hepatocytes, Kupffer cells and hepatic stellate cells

The CCl_4_-administered fibrotic liver was perfused with wash buffer [25 mM HEPES/0.5 mM EDTA/Hanks’ balanced salt solution (HBSS, Nacalai Tesque)] warmed to 37 °C through the portal vein using a Perista® Pump (ATTO), followed by perfusion with digestion buffer [0.1% Collagenase A (Roche) /1.5 mM HEPES/HBSS]. The liver was then subdivided into small pieces, suspended in digestion buffer and shaken at 37 °C for 30 min. Centrifugation was performed twice at 50 × *g* for 1 min to separate the precipitated cell fraction containing hepatocytes and the supernatant cell fraction containing Kupffer cells and HSCs. The precipitated cell fraction was plated on a 0.1% (w/v) gelatin-coated dish for 6 h to remove debris, and the adherent cells were collected using Accutase. The adherent cells were negative-sorted by MACS using CD45 MicroBeads; CD45-negative cells were defined as hepatocytes. The supernatant cell fraction was plated on a plastic dish and cultured overnight; the adhered cells were collected using Accutase and separated by MACS using F4/80 MicroBeads (1:10, 130-110-443; Miltenyi Biotec) and CD45 MicroBeads. F4/80-positive cells were defined as Kupffer cells and CD45-negative cells were defined as HSCs.

### Isolation of neonatal rat cardiac fibroblasts

Two-day-old SD rat (Kyudo) hearts were extracted and immediately digested in collagenase cocktail [PBS with 2 mg/mL Liberase^TM^ research grade (Roche), 1 mg/mL fatty acid-free BSA (Sigma-Aldrich), and 1 mg/mL DL-β-hydroxybutyric acid (Sigma-Aldrich)]. The digested cells were suspended in culture medium (DMEM with 10% FBS and 1% penicillin–streptomycin), plated on plastic dishes, and incubated for 1 h at 37 °C. Adherent cells were then harvested as neonatal rat cardiac fibroblasts.

### Cell culture

HEK293T, NIH3T3 and CCD-18Co cell lines were purchased from American Type Culture Collection (ATCC). Plat-E cells were provided by Dr. Kitamura (Tokyo University, Japan). HEK293T, NIH3T3, Plat-E, cardiac myofibroblasts, HSCs, and neonatal rat cardiac fibroblasts were cultured in DMEM with 10% FBS and 1% penicillin–streptomycin. The culture medium of Plat-E cells was supplemented with 1 μg/mL puromycin (Sigma-Aldrich) and 10 μg/mL blasticidin S (Invitrogen). CCD-18Co cells were cultured in Minimum Essential Medium (Nacalai Tesque) with 10% FBS, 1 mM Sodium Pyruvate Solution (Nacalai Tesque), and 1% penicillin–streptomycin.

### Microarray analysis

Total RNA collected from the three above-mentioned cardiac myofibroblasts was assessed using SurePrint G3 Mouse Gene Expression 8x60K Microarrays (Agilent), followed by data analysis (TAKARA). The data were deposited in Gene Expression Omnibus (GEO) database under accession number GSE158236.

Hearts of mice that underwent myocardial infarction or sham surgery were rapidly frozen in liquid nitrogen. Total RNA from the hearts was extracted using ISOGEN (Nippon Gene), followed with purification using the RNeasy Mini Kit (QIAGEN). The purified RNA was assessed with the GeneChip Mouse Genome 430 2.0 Array (TORAY). The data were deposited in the GEO database under accession number GSE158157.

### Knockdown and overexpression analysis

Cardiac myofibroblasts, HSCs, and CCD-18Co cells were cultured on a Nunclon^TM^ delta-treated plate (Nunc), and transfected with siRNA using Lipofectamine^TM^ RNAiMAX (Invitrogen). Total RNA was collected 72 h after transfection. The siRNAs were purchased from Ambion (Supplementary Table 2).

For retroviral transduction of NIH3T3 cells, Plat-E cells were transfected with FLAG-VGLL3 (WT), FLAG-VGLL3 mutant (ΔIDR) or FLAG-VGLL3 mutant (GGS), as shown in Supplementary Table 3, using PEI-Max (24675; Polysciences). Forty-eight h after transfection, the supernatant containing the retrovirus was supplemented with 10 μg/mL polybrene (Sigma-Aldrich) and used for transducing NIH3T3 cells. Total RNA and protein were collected 96 h after the transduction.

### TGF-β stimulation

Neonatal rat cardiac fibroblasts were stimulated with 10 ng/mL of recombinant TGF-β (240-B; R&D Systems) for 24 h and differentiated to myofibroblasts.

### RNase A treatment

Cardiac myofibroblasts were washed with PBS and reaction buffer [20 mM Tris-HCl (pH7.5)/5 mM MgCl_2_/0.5 mM EGTA/1×Protease Inhibitor] and permeabilized with 1% Tween 20 in reaction buffer for 10 min. The cells were then washed with reaction buffer and PBS and incubated with 100 μg/mL RNase A (R4642, Sigma-Aldrich) in nuclease buffer [5 mM MgCl_2_/PBS], followed by immunocytochemistry.

### Plasmid construction

Each PCR product was ligated into pcDNA3 (Thermo) or pMXs-puro. To obtain full-length cDNAs, PCR was performed on cDNA synthesised from the mRNA of cardiac myofibroblasts and various mouse organs. The dsDNA of full-length VGLL3 carrying GGS mutation was synthesised by Integrated DNA Technologies and amplified by PCR. VGLL3 ΔIDR was constructed using the PCR-mediated plasmid DNA deletion method.

### Immunoprecipitation and western blotting

For transient transfection, HEK293T cells were transfected with plasmids with the pcDNA3 backbone, as shown in Supplementary Table 3, using X-tremeGENE 9 DNA Transfection Reagent (Roche). At 48 h after transfection, the cells were used for immunoprecipitation.

For retroviral transduction of cardiac myofibroblasts or NIH3T3 cells, Plat-E cells were transfected with plasmids with the pMXs-puro backbone, as shown in Supplementary Table 3, using X-tremeGENE 9 DNA Transfection Reagent. At 48 h after transfection, the supernatant containing the retrovirus was supplemented with 10 μg/mL polybrene and used for transducing the cardiac myofibroblasts or NIH3T3 cells. At 48 h after infection, cells were subjected to immunoprecipitation and immunoblotting.

For immunoprecipitation experiments using cells overexpressing exogenous VGLL3 and EWSR1, cells were lysed in RIPA buffer [50 mM Tris­-HCl (pH 8.0)/150 mM NaCl/0.5% sodium deoxycholate/0.1% sodium dodecyl sulphate (SDS)/1% NP­-40] containing protease inhibitors (1:100, Nacalai Tesque) and phosphatase inhibitors (1:100, Nacalai Tesque) at 4 °C for 20 min. The cell lysate supernatants then reacted overnight at 4 °C with the following magnetic beads-conjugated antibodies: anti-DYKDDDDK (FLAG) magnetic beads (1E6; Wako) and anti-HA magnetic beads (2–2.2.14; Thermo). The beads were then washed seven times with RIPA buffer. To elute proteins, the beads were boiled at 95 °C for 5 min with 2× SDS sample buffer [100 mM Tris-HCl (pH 6.8)/20% glycerol/2% SDS/0.04% bromophenol blue/2% 2-mercaptoethanol]. The supernatants of the cell lysates before the antibody reaction were mixed with 4× SDS sample buffer [200 mM Tris-HCl (pH 6.8)/40% glycerol/4% SDS/0.08% bromophenol blue/4% 2-mercaptoethanol] at a ratio of 3:1, boiled at 95 °C for 5 min, and used as input samples.

For immunoblotting to confirm the expression of exogenous VGLL3 and VGLL3 mutants, retrovirally transduced NIH3T3 cells were lysed in RIPA buffer containing protease inhibitors (1:100) and phosphatase inhibitors (1:100) at 4 °C for 20 min. The cell lysates were centrifuged, and the supernatants were mixed with 4× SDS sample buffer and boiled at 95 °C for 5 min.

For immunoblotting to detect Collagen I in cardiac myofibroblasts, NIH3T3 cells and CCD-18Co cells, the cells were lysed in RIPA buffer containing 1% 2-mercaptoethanol, protease inhibitors (1:100) and phosphatase inhibitors (1:100) at room temperature for 20 min and the lysates were boiled at 95 °C for 10 min. After centrifugation, the supernatants were collected and mixed with 4× SDS sample buffer.

Samples were separated on SDS-PAGE gels and transferred to PVDF membranes. The membranes were then incubated with the primary antibodies listed in Supplementary Table 4, followed by HRP-conjugated secondary antibodies. The bands were visualised using the ECL System (Perkin Elmer) and the intensity of the bands were quantified by Image Lab (Bio-rad).

### qRT-PCR analysis of mRNA

Cardiac myofibroblasts, NIH3T3 cells and CCD-18Co cells were lysed in RLT Plus buffer (QIAGEN) containing 1% 2-mercaptoethanol; cell lysates containing the total RNA were collected using QIAshredder (QIAGEN). Cardiac ventricles of mice that underwent MI or sham surgery were rapidly frozen in liquid nitrogen and homogenised in ISOGEN (Nippon Gene); the aqueous layer containing the total RNA was obtained using chloroform extraction. Total RNA was then purified using the RNeasy Mini Kit (QIAGEN). qRT-PCR was performed using the High-Capacity cDNA Reverse Transcription Kit (Life Technologies) followed by the TaqMan Fast Advanced Master Mix (Applied Biosystems), or Luna Universal qPCR Master Mix (New England BioLabs) on the StepOnePlus Real-Time PCR system (Applied Biosystems). The qRT-PCR probes were purchased from Applied Biosystems or Sigma-Aldrich (Supplementary Table 5), and *Gapdh* or 18 S rRNA was used as an internal control.

### qRT-PCR analysis of miRNA

Total RNA was purified from cardiac myofibroblasts using ISOGEN II (Nippon Gene) or miRNeasy Mini Kit (QIAGEN) or from mouse hearts using ISOGEN. miRNAs were reverse-transcribed using the TaqMan microRNA RT Kit (Applied Biosystems). qRT-PCR was performed using the Luna Universal qPCR Master Mix on the StepOnePlus Real-Time PCR system. TaqMan probes were purchased from Applied Biosystems (Supplementary Table 5) and U6 snRNA was used as an internal control.

### RNA-seq analysis

Library construction was performed by Macrogen Japan, using the TruSeq Stranded mRNA LT Sample Prep Kit (Illumina); the libraries were sequenced on the Illumina NovaSeq 6000. Sequence reads were analysed by FastQC and the adapter sequence, low quality bases and reads with length shorter than 36 bp were removed using Trimmomatic. Trimmed sequenced reads were mapped to the mouse reference genome (mm10) using HISAT2. Known genes and transcripts were assembled with StringTie; the read count was calculated and values were normalised as FPKM and TPM. The data were deposited in the GEO database under accession number GSE196194.

### Immunocytochemistry

The localisation of VGLL3, YAP1 and NONO was determined in cardiac myofibroblasts prepared from mouse hearts, three days after myocardial infarction. In some experiments, we retrovirally overexpressed FLAG-VGLL3 in the cells. Cells cultured in suspension in the Ultra-low Attachment PrimeSurface® Cell Culture Plate for 2 h were determined as the floating cell group. Myofibroblasts plated overnight on a poly-L-lysine (P4707; Sigma-Aldrich)-coated glass-bottom dish were determined as the attachment cell group.

In the experiment using hydrogel dishes, cells were cultured overnight on poly- L-lysine-coated Softview^TM^ Easy Coat^TM^ hydrogels bound to glass-bottom dishes (Matrigen) with different stiffnesses (1, 8, 25 and 50 kPa).

For the experiment that changed the adhesion time of the cells on the culture dish, cardiac myofibroblasts were cultured in suspension for 1 h, then seeded on poly-L-lysine-coated glass-bottom dishes for 0.5, 1, 2, and 4 h.

In the experiment using inhibitors, cardiac myofibroblasts were cultured overnight on a poly-L-lysine-coated glass-bottom dish, and then treated with the following inhibitors: 80 μM Y-27632 (Wako), 2 μM Latrunculin A (Abcam), 50 μM VS-4718 (ChemieTek), 30 μM BTT-3033 (TOCRIS), 3 μg/mL Cell Permeable C3 transferase (Cytoskeleton), and 50 μM Blebbistatin (Wako). VS-4718 was treated for 24 h and the other inhibitors were treated for 4 h.

For immunocytochemistry, cardiac myofibroblasts cultured under the above conditions were fixed with 1% paraformaldehyde (PFA)/PBS and stained with CellTrace^TM^ Far Red (6 μM; Thermo) to label the entire cell. For permeabilisation of the cell membrane, 0.5% saponin/PBS was used in the experiment to determine the localisation of VGLL3 or YAP1 in floating or adherent cells, and 0.1% Triton X-100 was used in the other experiments. After blocking with 5% BSA/PBS for 1 h, cells were stained overnight at 4 °C with the following primary antibodies: rabbit anti-VGLL3 antibody (1:200, ab83555; Abcam), mouse anti-YAP1 antibody (1:200, WH0010413M1; Sigma-Aldrich), mouse anti-NONO antibody (1:200, RN013MW; MBL), rat anti-DYKDDDDK antibody (1:100, L-5; Novus). To visualise these antigens, cells were stained with the following species-specific secondary antibodies: AlexaFluor®488-conjugated donkey anti-rabbit IgG (1:200, Invitrogen), AlexaFluor® 546-conjugated goat anti-mouse IgG (1:200, Invitrogen), and AlexaFluor® 488-conjugated donkey anti-rat IgG (1:200, Invitrogen). After immunostaining, the nuclei were stained with DAPI (4′,6-diamino-2-phenylindole) solution (1:1000, Dojindo). Staining was evaluated under a confocal microscope. Images were acquired from randomly selected fields using a confocal microscope (LSM700; Carl Zeiss). To evaluate the degree of VGLL3 and YAP1 nuclear localisation, the average intensities of VGLL3 and YAP1 in the nuclei or cytoplasm were quantified using ImageJ (NIH), and the ratios of nuclear to cytoplasmic VGLL3 or YAP1 intensity were calculated. Staining to measure the number and size of NONO condensates in cardiac myofibroblasts was observed under a stimulated emission depletion microscope (TCS SP8 STED; Leica), and the size of NONO condensates was quantified by ImageJ.

### Immunohistochemistry

Mouse hearts were fixed overnight in 4% PFA/0.1 M phosphate buffer (PB), embedded in Tissue-Tek O.C.T. Compound (Sakura), and rapidly frozen in liquid nitrogen. Tissues were sectioned (6-μm thickness) using a cryostat (Cryostar NX70; Thermo Scientific), air-dried and permeabilised with 0.1% Triton X-100/PBS. After blocking with 5% BSA/PBS for 1 h, the sections were stained overnight at 4 °C, with the primary antibodies listed in Supplementary Table 4. To visualise these antigens, tissues were stained with the species-specific secondary antibodies listed in Supplementary Table 4. Staining was evaluated under a confocal microscope (LSM700). Quantitative analysis for cell numbers in heart sections was performed using ImageJ.

### In situ hybridisation

To detect *Vgll3* mRNA in MI-operated mouse hearts, Tissue-Tek O.C.T. Compound-embedded sections (6-μm thickness) of heart tissue fixed in 4% PFA/0.1 M PB were subjected to the RNAScope® Multiplex Fluorescent v2 Assay (ACD) according to the manufacturer’s instructions. After *Vgll3* mRNA was labelled with tyramide-Cy5 (Perkin Elmer) and *Postn* mRNA was labelled with tyramide-Cy3 (Perkin Elmer), heart sections were blocked with 10% BSA/PBS and subjected to immunostaining.

To detect *VGLL3* mRNA in the autopsy heart specimens of patients who underwent myocardial infarction or to detect *Vgll3* mRNA in the liver sections of NASH model mice, paraffin-embedded tissue sections were deparaffinised and subjected to RNAScope® 2.5 HD–Red Assay (ACD) according to the manufacturer’s instructions. After *VGLL3* mRNA was labelled with Fast Red dye, the sections were blocked with 10% normal donkey serum/1% BSA/PBS and subjected to immunostaining.

To visualise various proteins, the mRNA-labelled samples described above were subjected to immunostaining with their primary antibodies, followed by the species-specific secondary antibodies; these antibodies are listed in Supplementary Table 4. After immunostaining, the nuclei were stained with DAPI (1:500 or 1:1000). Staining was evaluated under a confocal microscope (LSM700).

### Stellaris^TM^ RNA FISH

Cardiac myofibroblasts or NIH3T3 cells transfected with EGFP-VGLL3 were labelled with mouse *Neat1* FISH probe with Quasar® 570 Dye (SMF-3010-1; LGC Biosearch Technologies) according to the manufacturer’s sequential immunostaining methods. The antibodies used for immunostaining are listed in Supplementary Table 4. After immunostaining, the nuclei were stained with DAPI (1:1000). Staining was evaluated under a confocal microscope (LSM700).

### In vivo assessment for the intracellular localisation of EGFP-VGLL3 in cardiac myofibroblasts of fibrotic area

Plat-E cells were transfected with EGFP/pMXs-puro or EGFP-VGLL3/pMXs-puro using PEI-Max. Forty-eight h after transfection, the supernatant containing the retrovirus was concentrated by centrifugation (8000 × *g*) at 4 °C for 16 h, and precipitated retrovirus was suspended with PBS containing 4 μg/mL polybrene. For in vivo retroviral transduction of VGLL3 to cardiac myofibroblasts, this retroviral suspension (20 μL/heart) was administrated intramyocardially just below the ligation site immediately after the ligation of the coronary artery, using 29-gauge needles (BD Biosciences). Three days after administration, mouse hearts were fixed in 4% PFA/0.1 M PB for 3.5 h. The intracellular localisation of EGFP-VGLL3 or EGFP in cardiac myofibroblasts was assessed using immunohistochemistry.

### Picrosirius red staining

Mouse hearts were fixed in 10% formalin neutral buffer solution (Wako) for 24 h and embedded in paraffin. Then, 5-μm heart sections were deparaffinised and incubated in Picrosirius red buffer (3% Picric acid/0.15% Direct Red) for 1 h. Finally, heart sections were incubated in 0.01 N HCl for 1 min twice and subsequently subjected to dehydration. The stained sections were observed under a microscope (BZ-X700; Keyence) and analysed using a BZ-II analyzer (Keyence).

### Immunoprecipitation-mass spectrometry

Cardiac myofibroblasts retrovirally transduced with FLAG-VGLL3 or control vector were fixed with 0.1% PFA and lysed in a HEPES-RIPA buffer (20 mM HEPES-NaOH [pH 7.5]/1 mM EGTA/1 mM MgCl_2_/150 mM NaCl/0.25% sodium deoxycholate/0.05% SDS/1% NP-40) containing protease inhibitors (1:100), phosphatase inhibitors (1:100) and 28 U/µL of Benzonase (1:500, Novagen) at 4 °C for 20 min. The supernatant of the cell lysate was incubated overnight at 4 °C with anti-FLAG magnetic beads. The beads were washed three times with HEPES-RIPA buffer and twice with 50 mM ammonium bicarbonate. Proteins on the beads were digested with 200 ng of Trypsin/Lysyl Endopeptidase mixture (Promega), and the digested peptides were reduced, alkylated, acidified and desalted using GL-Tip SDB (GL Sciences). The eluates were evaporated in a SpeedVac concentrator and dissolved in 0.1% trifluoroacetic acid and 3% acetonitrile (ACN). LC-MS/MS analysis of the resultant peptides was performed on an EASY-nLC 1200 ultra-high-performance liquid chromatograph connected to a Q Exactive Plus mass spectrometer through a nanoelectrospray ion source (Thermo Fisher Scientific). The peptides were separated on a 75 µm inner diameter × 150 mm C18 reversed-phase column (Nikkyo Technos) with a linear 4–32% ACN gradient for 0–150 min followed by an increase to 80% ACN for 20 min and finally hold at 80% ACN for 10 min. The mass spectrometer was operated in a data-dependent acquisition mode with a top 10 MS/MS method. MS1 spectra were measured at a resolution of 70,000, an automatic gain control (AGC) target of 1 × 10^6^, and a mass range from 350 to 1500 *m/z*. MS/MS spectra were triggered at a resolution of 17,500, an AGC target of 5 × 10^4^, an isolation window of 2.0 *m/z*, a maximum injection time of 60 ms, and a normalised collision energy of 27. Dynamic exclusion was set to 15 s. Raw data were directly analysed against the SwissProt database, restricted to *Mus musculus*, using Proteome Discoverer version 2.4 (Thermo Fisher Scientific) with the Sequest_HT search engine for identification and label-free precursor ion quantification. The search parameters were as follows: (i) trypsin as an enzyme with up to two missed cleavages; (ii) precursor mass tolerance of 10 ppm; (iii) fragment mass tolerance of 0.02 Da; (iv) carbamidomethylation of cysteine as a fixed modification; and (v) acetylation of the protein N-terminus and oxidation of methionine as variable modifications. Peptides and proteins were filtered at a false-discovery rate (FDR) of 1% using the percolator node and the protein FDR validator node, respectively. Normalisation was performed such that the total sum of abundance values for each sample across all peptides was the same.

Data were analysed using a two-tailed Student’s *t* test and the *p*-values were calculated. To control the FDR, calculated *p*-values were corrected using the Benjamini–Hochberg method and *q*-values (FDR-adjusted *p*-values) were calculated^67^. A volcano plot was used to determine the mean fold change and *q*-value of each FLAG-VGLL3-binding protein.

### Gene ontology enrichment analysis

The genes whose expression decreased upon si*Vgll3* treatment (M < −0.5, A > 0) or the proteins that interact with FLAG-VGLL3 in cardiac myofibroblasts (fold change >2, *q*-value <0.1) were analysed using DAVID Bioinformatics Resources version 6.8.

### Immunoprecipitation followed by PRM analysis

For immunoprecipitation to detect the endogenous interaction between VGLL3 and EWSR1, cardiac myofibroblasts were fixed with 0.1% PFA and lysed in IP buffer [20 mM HEPES­NaOH (pH 7.5)/1 mM EGTA/1 mM MgCl_2_/150 mM NaCl/5% glycerol/1% NP­-40] containing protease inhibitors (1:100) and phosphatase inhibitors (1:100) at 4 °C for 20 min. The supernatants of cell lysates were incubated for 2 h at 4 °C with SureBeads Protein G (Bio-Rad) coupled with the custom-made rabbit polyclonal anti-VGLL3 antibody, raised against the amino acid sequence of mouse VGLL3 from position 307 to 325. The beads were then washed four times with IP buffer and twice with 50 mM ammonium bicarbonate. Proteins on the beads were digested with 200 ng of Trypsin/Lysyl Endopeptidase mixture, and the digested peptides were reduced, alkylated, acidified, desalted and dissolved in 0.1% trifluoroacetic acid and 3% ACN. To quantify VGLL3 and EWSR1, four peptides of VGLL3 and five peptides of EWSR1 were measured by PRM, an MS/MS-based targeted quantification method using high-resolution MS (Supplementary data 2). Targeted MS/MS scans were acquired by a time-scheduled inclusion list at a resolution of 70,000, an AGC target of 2 × 10^5^, an isolation window of 2.0 *m*/*z*, a maximum injection time of 1 s, and a normalised collision energy of 27. Time alignment and relative quantification of transitions were performed using Skyline software^68^.

### Live cell imaging and fluorescence recovery after photobleaching (FRAP)

For imaging the puncta in living cells, NIH3T3 cells were transfected with EGFP-VGLL3, RFP-EWSR1, RFP-DDX5 and/or BFP-NONO using PEI-Max. Then 24 or 48 h after the transfection, the cells were observed under a confocal microscope (LSM700; Carl Zeiss).

In the experiment using 1,6-HD and 2,5-HD, NIH3T3 cells overexpressing EGFP-VGLL3 were treated with 2.5% of 1,6-HD and 2,5-HD for 10 min.

The FRAP assay was performed using a confocal microscope (LSM700; Carl Zeiss). NIH3T3 cells overexpressing EGFP-VGLL3 WT were bleached by using a 488 nm laser at 100% laser power (150 consecutive irradiation). Images were then captured every 1 s using a time-lapse system for 90 s after photobleaching. To measure FRAP recovery, the intensity of puncta (I(t)) and the background (B(t)) were measured using Zeiss software. The intensity of pre-bleaching (I(pre)-B(pre)) was set to 100% and we calculated FRAP recovery according to the following formula: (the FRAP recovery (%) = (I(t) - B(t) / I(pre) - B(pre)) × 100).

### Identification of the intrinsically disordered region (IDR) by IUPred2A

The IDR scores of VGLL3 WT were calculated using the IUPred2A (https://iupred2a.elte.hu) for each amino acid. Each amino acid in VGLL3 WT was coloured using the PLAAC algorithm (http://plaac.wi.mit.edu).

### PCR analysis for the mRNA expression of VGLL family members

The mRNA expression of VGLL family members in cardiac myofibroblasts was evaluated by PCR using specific primer sets (Supplementary Table 6) and KOD-FX (Toyobo).

### Absolute quantification of mRNA

Absolute levels of mRNAs (*Vgll1-4*) in cardiac myofibroblasts were calculated using the standard curve method. The cDNA of cardiac myofibroblasts, FLAG-VGLL1/pcDNA3, FLAG-VGLL2/pcDNA3, HA-VGLL3/pMXs-puro and HA-VGLL4/pMXs-puro (10^–2^ to 10^–9^ μg/μL) was measured by qRT-PCR using the probes for *Vgll1*, *Vgll2*, *Vgll3*, and *Vgll4*. The copy numbers/ng of total RNA of *Vgll1*, *Vgll2*, *Vgll3* and *Vgll4* were then determined.

### Echocardiography

Echocardiography was analysed from the short-axis view of the Left ventricular (LV) acquired by two-dimensional targeted M-mode tracings using a Nemio XG image-analysis system (SSA-580A; Toshiba Medical Systems). Left ventricular internal diameter (LVID) was measured as the largest anteroposterior diameter in either diastole (LVIDd) or systole (LVIDs). The fractional shortening (FS) was calculated as FS = [(left ventricular internal diameter in diastole (LVIDd) – left ventricular internal diameter in systole (LVIDs))/LVIDd] × 100. The ejection fraction (EF) was calculated as EF = [(end-diastolic volume (EDV) – end-systolic volume (ESV))/EDV] × 100. EDV and ESV were calculated according to Teichholz’s method.

To assess LV diastolic function, pulsed wave Doppler imaging was performed using Prospect T1 (S-Sharp Corporation). LV filling peak velocity (E, mm/s) and atrial contraction flow peak velocity (A, mm/s) were acquired from the images of mitral valve Doppler flow from apical four-chamber view. The E/A ratio, a marker of the diastolic function of the left ventricle, was calculated.

All echocardiography measurements were performed under inhalation anaesthesia (1.5~2.0% of isoflurane at flow rate 2 L/min) to keep the heart rate between 450 and 520 bpm.

### Cardiac and hepatic *VGLL3* and fibrosis-related gene expression in patients with heart failure and NASH

The gene expression levels of *VGLL3* and fibrosis-related genes in the hearts of control individuals or patients with heart failure and in the livers of control individuals or patients with NASH were validated using data from respective GEO datasets (GSE116250: 14 controls and 50 patients with heart failure^41^; GSE126848: 14 controls and 16 patients with NASH^45^). A normalised count-based differential expression analysis was performed.

### EdU assay

Male mice were intraperitoneally administered with EdU (10 µg/g body weight) at 3 days after MI surgery. Then 24 h after EdU injections, hearts were fixed in 4% PFA/0.1 M PB for 3.5 h. Before immunohistochemical staining, EdU in heart sections was detected using the Click-iT^TM^ EdU imaging kits (C10337; Thermo Fisher Scientific) according to the manufacturer’s instructions.

### WST-8 proliferation assay

Cell proliferation was determined by WST-8 assay. Myofibroblasts isolated from mouse hearts 3 days after MI were seeded on a 96-well plate at a density of 2.5 × 10^3^ cells/well and transfected with siRNA. After transfection for 0, 24, 72 and 120 h, the culture supernatants were replaced with fresh culture medium containing 10% Cell Count Reagent SF (07553-15; Nacalai Tesque), and the cells were incubated at 37 °C in 5% CO_2_ incubator. After 2 h incubation, the absorbance at 450 nm was measured using a microplate reader (EnSpire; Perkin Elmer).

### Statistics analysis

Statistical analyses were performed using GraphPad Prism 9.3.1. Data represent the means ± SEM of at least three independent experiments. We performed the Shapiro–Wilk test that determine the distribution of the variables for all data. Based on the respective Shapiro–Wilk test results, all data were analysed using parametric or nonparametric methods. Statistical significance was determined using the two-tailed unpaired Student’s *t*-test (parametric) or Mann–Whitney *U* test (nonparametric) for comparisons between two groups. For multiple comparisons, we used ANOVA (parametric) followed by the Tukey or Kruskal–Wallis tests (nonparametric), followed by the Dunn’s test. Differences were considered statistically significant at *P* < 0.05.

### Study approval

Studies using human autopsy specimens were performed with the informed consent of participants, following the ethical guidelines of Jichi Medical University. The study protocol was approved by the ethics committee of Kyushu University (29–400).

### Reporting summary

Further information on experimental design is available in the Nature Portfolio Reporting Summary linked to this Article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Movie 1

Reporting summary

## Data Availability

We declare that all the data supporting the findings of this study are available in the paper and its supplementary information files. The data of the microarray and RNA-seq analyses performed in this study have been deposited in the Gene Expression Omnibus under accession codes GSE158236 (microarray for Fig. 1d) and GSE158157 (microarray for Fig. 1d), and GSE196194 (RNA-seq for Fig. 3a). The MS proteomics data in this study have been deposited to the ProteomeXchange Consortium via the jPOST partner repository with the dataset identifiers PXD039091 (Fig. 4a), PXD039092 (Fig. 5k), and PXD039093 (Supplementary Fig. 12b). Source data are provided with this paper.

## Source data

Source Data

## References

[1] Tallquist MD (2020). Cardiac fibroblast diversity. Annu. Rev. Physiol..

[2] Distler JHW (2019). Shared and distinct mechanisms of fibrosis. Nat. Rev. Rheumatol..

[3] Henderson NC, Rieder F, Wynn TA (2020). Fibrosis: from mechanisms to medicines. Nature.

[4] Bochaton-Piallat, M. L., Gabbiani, G. & Hinz, B. The myofibroblast in wound healing and fibrosis: answered and unanswered questions. *F1000Research***5**, F1000 Faculty Rev-752 (2016).10.12688/f1000research.8190.1PMC484756227158462

[5] Pakshir P (2020). The myofibroblast at a glance. J. Cell Sci..

[6] Wynn TA, Vannella KM (2016). Macrophages in tissue repair, regeneration, and fibrosis. Immunity.

[7] Khalil H (2017). Fibroblast-specific TGF-β-Smad2/3 signaling underlies cardiac fibrosis. J. Clin. Invest..

[8] Frangogiannis NG (2022). Transforming growth factor-β in myocardial disease. Nat. Rev. Cardiol..

[9] Berry MF (2006). Mesenchymal stem cell injection after myocardial infarction improves myocardial compliance. Am. J. Physiol. Heart Circ. Physiol..

[10] Schroer AK, Merryman WD (2015). Mechanobiology of myofibroblast adhesion in fibrotic cardiac disease. J. Cell Sci..

[11] Humphrey JD, Dufresne ER, Schwartz MA (2014). Mechanotransduction and extracellular matrix homeostasis. Nat. Rev. Mol. Cell Biol..

[12] Knipe RS, Tager AM, Liao JK (2015). The Rho kinases: critical mediators of multiple profibrotic processes and rational targets for new therapies for pulmonary fibrosis. Pharmacol. Rev..

[13] Johnson LA (2014). Novel Rho/MRTF/SRF inhibitors block matrix-stiffness and TGF-β-induced fibrogenesis in human colonic myofibroblasts. Inflamm. Bowel Dis..

[14] Liu F (2015). Mechanosignaling through YAP and TAZ drives fibroblast activation and fibrosis. Am. J. Physiol. Lung Cell. Mol. Physiol..

[15] Tschumperlin DJ, Ligresti G, Hilscher MB, Shah VH (2018). Mechanosensing and fibrosis. J. Clin. Invest.

[16] Banani SF, Lee HO, Hyman AA, Rosen MK (2017). Biomolecular condensates: organizers of cellular biochemistry. Nat. Rev. Mol. Cell Biol..

[17] Fox AH, Nakagawa S, Hirose T, Bond CS (2018). Paraspeckles: where Long Noncoding RNA Meets Phase Separation. Trends Biochem. Sci..

[18] Yasuhara T (2022). Condensates induced by transcription inhibition localize active chromatin to nucleoli. Mol. Cell.

[19] Zhang S (2022). NONO enhances mRNA processing of super-enhancer-associated GATA2 and HAND2 genes in neuroblastoma. EMBO Rep..

[20] Jiang L (2017). NEAT1 scaffolds RNA-binding proteins and the Microprocessor to globally enhance pri-miRNA processing. Nat. Struct. Mol. Biol..

[21] Galganski L, Urbanek MO, Krzyzosiak WJ (2017). Nuclear speckles: molecular organization, biological function and role in disease. Nucleic Acids Res..

[22] McCluggage F, Fox AH (2021). Paraspeckle nuclear condensates: global sensors of cell stress?. Bioessays.

[23] Halder G (1998). The Vestigial and Scalloped proteins act together to directly regulate wing-specific gene expression in Drosophila. Genes Dev..

[24] Simon E, Faucheux C, Zider A, Thézé N, Thiébaud P (2016). From vestigial to vestigial-like: the Drosophila gene that has taken wing. Dev. Genes Evol..

[25] Figeac N (2019). VGLL3 operates via TEAD1, TEAD3 and TEAD4 to influence myogenesis in skeletal muscle. J. Cell Sci..

[26] Hori N (2020). Vestigial-like family member 3 (VGLL3), a cofactor for TEAD transcription factors, promotes cancer cell proliferation by activating the Hippo pathway. J. Biol. Chem..

[27] Liang Y (2017). A gene network regulated by the transcription factor VGLL3 as a promoter of sex-biased autoimmune diseases. Nat. Immunol..

[28] Nakaya M (2017). Cardiac myofibroblast engulfment of dead cells facilitates recovery after myocardial infarction. J. Clin. Invest..

[29] Ivey MJ, Tallquist MD (2016). Defining the cardiac fibroblast. Circ. J..

[30] Hara A (2019). Roles of the mesenchymal stromal/stem cell marker meflin in cardiac tissue repair and the development of diastolic dysfunction. Circ. Res..

[31] Takahashi M (2021). Roles of the mesenchymal stromal/stem cell marker Meflin/Islr in cancer fibrosis. Front. cell Dev. Biol..

[32] Sugarman BJ (1985). Recombinant human tumor necrosis factor-α: effects on proliferation of normal and transformed cells in vitro. Science.

[33] Dupont S (2011). Role of YAP/TAZ in mechanotransduction. Nature.

[34] Hayakawa K, Tatsumi H, Sokabe M (2011). Actin filaments function as a tension sensor by tension-dependent binding of cofilin to the filament. J. Cell Biol..

[35] Lal H (2009). Integrins and proximal signaling mechanisms in cardiovascular disease. Front. Biosci..

[36] Martin K (2016). PAK proteins and YAP-1 signalling downstream of integrin beta-1 in myofibroblasts promote liver fibrosis. Nat. Commun..

[37] Nissinen L (2012). Novel α2β1 integrin inhibitors reveal that integrin binding to collagen under shear stress conditions does not require receptor preactivation. J. Biol. Chem..

[38] Tanjoni I (2010). PND-1186 FAK inhibitor selectively promotes tumor cell apoptosis in three-dimensional environments. Cancer Biol. Ther..

[39] Jiang H (2016). Targeting focal adhesion kinase renders pancreatic cancers responsive to checkpoint immunotherapy. Nat. Med..

[40] Parsons JT, Horwitz AR, Schwartz MA (2010). Cell adhesion: integrating cytoskeletal dynamics and cellular tension. Nat. Rev. Mol. Cell Biol..

[41] Sweet ME (2018). Transcriptome analysis of human heart failure reveals dysregulated cell adhesion in dilated cardiomyopathy and activated immune pathways in ischemic heart failure. BMC Genomics.

[42] Suppli MP (2019). Hepatic transcriptome signatures in patients with varying degrees of nonalcoholic fatty liver disease compared with healthy normal-weight individuals. Am. J. Physiol. Gastrointest. Liver Physiol..

[43] Sandbo N, Dulin N (2011). Actin cytoskeleton in myofibroblast differentiation: ultrastructure defining form and driving function. Transl. Res..

[44] Kanisicak O (2016). Genetic lineage tracing defines myofibroblast origin and function in the injured heart. Nat. Commun..

[45] Davis J, Burr AR, Davis GF, Birnbaumer L, Molkentin JD (2012). A TRPC6-dependent pathway for myofibroblast transdifferentiation and wound healing in vivo. Dev. Cell.

[46] Mao YS, Sunwoo H, Zhang B, Spector DL (2011). Direct visualization of the co-transcriptional assembly of a nuclear body by noncoding RNAs. Nat. Cell Biol..

[47] Lin Y, Protter DSW, Rosen MK, Parker R (2015). Formation and maturation of phase-separated liquid droplets by RNA-binding proteins. Mol. Cell.

[48] Nair SJ (2019). Phase separation of ligand-activated enhancers licenses cooperative chromosomal enhancer assembly. Nat. Struct. Mol. Biol..

[49] Lin Y (2016). Toxic PR poly-dipeptides encoded by the C9orf72 repeat expansion target LC domain polymers. Cell.

[50] Mészáros B, Erdos G, Dosztányi Z (2018). IUPred2A: context-dependent prediction of protein disorder as a function of redox state and protein binding. Nucleic Acids Res..

[51] Naganuma T (2012). Alternative 3’-end processing of long noncoding RNA initiates construction of nuclear paraspeckles. EMBO J..

[52] Li R, Harvey AR, Hodgetts SI, Fox AH (2017). Functional dissection of NEAT1 using genome editing reveals substantial localization of the NEAT1_1 isoform outside paraspeckles. RNA.

[53] Kim KY (2014). A multifunctional protein EWS regulates the expression of Drosha and microRNAs. Cell Death Differ..

[54] Lee J (2019). EWSR1, a multifunctional protein, regulates cellular function and aging via genetic and epigenetic pathways. Biochim. Biophys. Acta Mol. Basis Dis..

[55] Kriegel AJ, Liu Y, Fang Y, Ding X, Liang M (2012). The miR-29 family: genomics, cell biology, and relevance to renal and cardiovascular injury. Physiol. Genomics.

[56] Zhao W (2022). MicroRNA let-7f-5p regulates PI3K/AKT/COX2 signaling pathway in bacteria-induced pulmonary fibrosis via targeting of PIK3CA in forest musk deer. PeerJ.

[57] Li N, Cui J, Duan X, Chen H, Fan F (2012). Suppression of type I collagen expression by miR-29b via PI3K, Akt, and Sp1 pathway in human Tenon’s fibroblasts. Invest. Ophthalmol. Vis. Sci..

[58] Van Rooij E (2008). Dysregulation of microRNAs after myocardial infarction reveals a role of miR-29 in cardiac fibrosis. Proc. Natl Acad. Sci..

[59] O’Reilly S (2016). MicroRNAs in fibrosis: opportunities and challenges. Arthritis Res. Ther..

[60] van Kouwenhove M, Kedde M, Agami R (2011). MicroRNA regulation by RNA-binding proteins and its implications for cancer. Nat. Rev. Cancer.

[61] Small EM (2010). Myocardin-related transcription factor-a controls myofibroblast activation and fibrosis in response to myocardial infarction. Circ. Res..

[62] Todorovski V, Fox AH, Choi YS (2020). Matrix stiffness-sensitive long noncoding RNA NEAT1 seeded paraspeckles in cancer cells. Mol. Biol. Cell.

[63] Cohen TJ (2015). An acetylation switch controls TDP-43 function and aggregation propensity. Nat. Commun..

[64] Wang C (2020). Stress induces dynamic, cytotoxicity-antagonizing TDP-43 nuclear bodies via paraspeckle LncRNA NEAT1-mediated liquid-liquid phase separation. Mol. Cell.

[65] Becker LA (2017). Therapeutic reduction of ataxin-2 extends lifespan and reduces pathology in TDP-43 mice. Nature.

[66] Mashiko D (2013). Generation of mutant mice by pronuclear injection of circular plasmid expressing Cas9 and single guided RNA. Sci. Rep..

[67] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J. R. Stat. Soc. Ser. B.

[68] MacLean B (2010). Skyline: an open source document editor for creating and analyzing targeted proteomics experiments. Bioinformatics.

How the deposited data were processed for this re-analysis (not part of the article)

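RNA sequencing of mouse cardiac myofibroblasts treated with siCtrl or si*Vgll3* was analysed from the deposited gene tables, with 1 library per condition. The authors made libraries with the TruSeq Stranded mRNA LT kit, sequenced them on an Illumina NovaSeq instrument, checked the reads with FastQC, trimmed them with Trimmomatic, mapped them to mm10 with HISAT2 and used StringTie for known genes. The paper does not state the versions of these tools or the annotation release in its text. The authors deposited a table of raw read counts per gene, which holds whole numbers with no normalization. The authors also deposited TPM per gene, normalised for gene length and library size before deposit, in a table for each library. All per-sample columns of these tables were used. Other measurements in the paper, such as the microarrays and mass spectrometry, were not analysed here.

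The depth was 140815237 reads counted on genes in siCtrl and 125789276 in si*Vgll3*, with 15104 and 15315 genes that had a read. The TPM tables hold 14158 genes, each with a read in both libraries, while 355 further genes with reads in both libraries are outside them and have no M. TPM summed to 998649 in siCtrl and 998600 in si*Vgll3*. Every symbol in the count table was different. M and A were computed from TPM as on the axes of Fig. 3a, with M < −0.5 and A > 0 from the paper for lower genes and the same rule with the sign reversed for higher genes. The precision of each M is its 95% Clopper-Pearson interval, conditional on the sum of both read counts. The interval was computed on the count ratio and shifted onto the TPM ratio. Counting noise was measured with 100 random splits of the pooled reads. No model with replicates could be fitted, so no test of the conditions was made and DESeq2 and edgeR were used for scaling only.

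Gene lists were written by hand before the data were examined, since no gene ontology table was used here. There were 25 lists beside the matrix list, and 24 of them had a gene at A > 0. The list of mitochondrially encoded genes had 0 genes in the count table. For each list, the median M was placed among 10000 random lists of the same size, matched on A in 20 bins, with the binomial order-statistic interval of the median. A list outside the matrix was taken for a closer look when it had at least 5 genes at A > 0 and its median lay outside the central 95% of its random lists. Genes to name were set by a rule before the data were examined. The rule takes every gene of the paper's text listed beforehand (26 genes), the 5 genes with the lowest and the 5 with the highest M among genes with A > 2 and at least 50 reads in the higher library, and the 3 members with the largest mean TPM of each list taken for a closer look. Symbols of predicted genes, Rik clones and pseudogenes were left out of the lowest and highest genes. The rule also takes every collagen gene among the 10 genes highest in siCtrl TPM, read as the 10 highest of all genes, and none of those is a collagen gene. Genes named outside the rule were chosen after their values were seen.

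Gene positions, transcript lengths, GC content and 3′ UTRs came from GENCODE vM21 for GRCm38, the assembly also called mm10, with the transcript of the longest coding sequence for each gene. A 3′ UTR of at least 7 nt was found for 10958 of the genes with A > 0. Each 7-mer was scored by the mean difference in M between genes with and without it in the 3′ UTR, within 20 bins of 3′ UTR length. The paper refers to Supplementary Table 2 for the siRNAs, and their sequences were not used here.

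The alternatives set before the data were examined were CPM, TMM scaling and DESeq2's size factors in place of TPM, 0.1 TPM or 1 TPM added, and A as the mean of the log2 values. Others were at least 10 reads in each library, A > 2, no filter on A, centred M, values summed per symbol, a threshold of 1 on M, only genes whose interval lies beyond 0.5, and halved counts. Alternative rankings of the 7-mers, a narrower histone pattern and, for the lists taken for a closer look, M from the counts of the same genes were added after the data were seen. TMM factors were 0.997 for siCtrl and 1.003 for si*Vgll3*, and DESeq2's size factors were 1.05 and 0.949.

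The counting interval, the random lists and the 7-mer scan were tested on simulated data, the first of these with 200 of 11754 genes changed. The whole interval lay past the threshold in the right direction for 198 of the 200 and for 0 of the 11554 unchanged genes. All planted changes lay well past the threshold, so changes near it were not tested. On 11094 genes with a small planted bias by transcript length, 9.00% of 200 lists rich in long genes fell outside the central 95% when matched on A alone and 6.00% when matched on A, length and GC content. The matched 3′ UTR sets, the random splits and the scalings of the counts were not tested on simulated data. The interval held the simulated change for 95.1% of the 11754 genes. Counts were drawn independently, as the interval assumes, so this coverage was fixed in advance and does not test real reads. A list of 100 changed genes was at percentile 0, and 3.50% of 200 random lists fell outside the central 95%. Ranked by z, the mean difference over its standard error, among 7-mers in at least 100 genes, a planted 7-mer stood at 1. This used the 10958 genes with a 3′ UTR. The ranking set beforehand, by the mean difference alone over every 7-mer, was not tested on simulated data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.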

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

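The tests in this part were chosen only after the results were seen, apart from the histone list under CPM and under a higher filter on A. Those alternatives, the lists and the rule for a closer look were set before the data were examined. Outside the matrix, 19 lists had at least 5 genes at A > 0. Of these, 10 had a median M outside the central 95% of random lists matched on A. If the genes of a list varied independently, 0.95 lists would be expected there. Genes of a list can be regulated together, so the percentiles describe the 2 libraries only and measure no excess over chance. The paper ran a GO analysis on the lower genes and shows enriched terms in Fig. 3b, and its text on this experiment discusses the matrix genes but not the genes of these lists. In si*Vgll3*, 5 of the lists were higher and 5 were lower. Counting noise is argued against, since random splits of the pooled reads moved a list's median at most 0.18 from 0 for the leukocyte list and at most 0.03 for the other 9 lists. The authors' TPM normalization was not tested for these lists, because over the same genes M from the counts is close to M from TPM plus a constant, which moves the random lists alike. Gene length and GC content are argued against for 9 lists, all but the leukocyte list, which stayed outside the central 95% when the random lists were matched on both. With 1 culture per condition, a difference between the cultures that has nothing to do with the siRNA stays open for all 10 lists. Of the genes named in this part, *Cdc42*, *Ccnd2*, *Ube2c*, *Fdps*, *Hsp90b1*, *Psat1*, *Bax*, *Cdkn1a* and *H3f3a* overlap another annotated gene, so the origin of part of their reads is uncertain. Overlap was judged by whole gene intervals on either strand. Genes named after their values were seen were not checked for it.

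Interferon-stimulated genes were the lowest of these 10 lists, with a median M of −1.60 over 33 genes (interval −2.14 to −1.13, percentile 0). All 33 had M below 0 and 29 lay below −0.5. *Lgals3bp* fell to an M of −0.87, *Ifi27* to −0.38 and *Bst2* to −1.92. A loss of leukocytes that carried these mRNAs themselves is argued against. All leukocyte genes together made up only 18.3 TPM in siCtrl, against 811 TPM for the interferon-stimulated genes in siCtrl and 383 TPM in si*Vgll3*. These sums do not test whether so few leukocytes could act on the other cells, so that stays open. Action of the siRNA through 3′ UTR matches to its seed is argued against for the list as a whole, if the 7-mers GGTCAGT and GTCAGTA mark that seed, since the 32 genes with neither had a median of −1.72. An interferon response to transfection in the siCtrl culture alone and an effect of *Vgll3* knockdown cannot be told apart. The list had a median of 13.9 TPM in siCtrl, and no untransfected library was analysed here to set this against. An effect of the knockdown may explain the fall, and it remains an untested hypothesis.

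Sterol synthesis genes had a median M of −0.78 over 23 genes (−0.95 to −0.69, percentile 0). All 23 had M below 0 and 20 lay below −0.5. *Fdps* was at −0.84, *Msmo1* at −1.02 and *Insig1* at −0.96. The same 7-mers do not account for it, since the 19 genes with neither had a median of −0.74. Fewer dividing cells in si*Vgll3* are argued against, since the interval of the median of cell cycle genes had its lower bound at 0.10. Knockdown of *Vgll3* may lower these genes, but only as a hypothesis found and tested on the same libraries, and a difference between the cultures in density or medium was not tested.

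Cell cycle genes had a median M of 0.15 over 39 genes (0.10 to 0.19, percentile 99.98), with 2 genes above 0.5 and 0 below −0.5. The 2 genes were *Rrm2* at 0.60 and *Ccne2* at 0.61, the latter named after its value was seen. *Pcna* was at 0.30 and *Ube2c* at 0.24. The p53 target genes had a median of 0.22 over 18 genes (0.12 to 0.54, percentile 99.98), with *Ccng1* at 0.70, *Bax* at 0.12 and *Cdkn1a* at 0.35. No explanation beyond noise, length and GC content was tested for these lists.

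Unfolded protein response genes had a median M of −0.24 over 18 genes (−0.36 to −0.12, percentile 0.03). All 18 had M below 0, with *Calr* at −0.27, *Hsp90b1* at −0.38 and *Hspa5* at −0.32. Integrated stress response genes also had a median of −0.24, over 19 genes (−0.74 to −0.08, percentile 0.10). Of these, 7 lay below −0.5 and 1 above 0.5, *Cebpb* at 1.62, named after its value was seen. *Atf4* was at −0.56, *Phgdh* at −0.49 and *Psat1* at 0.26. Nothing further was tested for either list.

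Inflammatory cytokine genes had a median M of 0.23 over 20 genes (−0.38 to 1.17, percentile 100). The members went both ways, with 9 genes above 0.5 and 5 below −0.5, so the median says little about the list as a whole. *Cxcl12* was at −0.78, *Csf1* at 0.35 and *Ccl7* at 1.12. No further explanation was tested.

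Reported miR-29 targets outside the matrix had a median M of −0.23 over 24 genes (−0.60 to −0.02, percentile 0.15). Of these, 7 lay below −0.5 and 1 above 0.5, *Pik3r1* at 0.86, named after its value was seen. The most abundant members did not fall, with *Cdc42* at 0.13 and *Ccnd2* at 0.12, while *Insig1*, the 1 gene shared with the sterol synthesis list, did. The paper reports by qRT-PCR that miR-29b rose after *Vgll3* knockdown. Levels of miR-29 were not measured by these libraries of polyadenylated RNA. Tests on 3′ UTR matches to miR-29 are given with the other observations.

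Leukocyte genes had a median M of 0.50 (percentile 97.64), but only 5 of the 29 listed genes reached A > 0 and the interval ran from −1.80 to 2.96. The members moved apart, with *Lyz2* at −1.80, *Cd68* at −0.09, *Csf1r* at 0.50, *Cd14* at 0.62 and *Cd53* at 2.96. *Cd68* and *Csf1r* were named after their values were seen. More leukocytes in the si*Vgll3* culture are argued against by this spread, since a gap of 4.27 separates the counting intervals of *Lyz2* and *Cd53*. Matched on length and GC content as well as A, the list was at percentile 97.0, inside the central 95%, so a bias of length or GC content cannot be told apart from a change in these few genes.

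Histone genes had a median M of 0.18 over 51 genes (−0.07 to 0.39, percentile 100). The name pattern set beforehand turned out to match 13 genes of the major histocompatibility complex as well, whose symbols begin with H2. These are argued against as the source, since without them the median was 0.22 over 38 genes. Histone genes lie in clusters of near-identical copies whose reads the counting could have split, and the mRNAs of most of them lack a poly-A tail, so this list is uncertain. The most abundant members hardly moved, with *H3f3a* at −0.06, *H2afz* at 0.04 and *H3f3b* at −0.09. The rise depended on the filter. With CPM in place of TPM, where 32 genes reached A > 0, the median was 0.03 at percentile 61.5, and with A > 2 it was −0.07 over 24 genes at percentile 25.0. Over the same 51 genes M from the counts had a median of 0.24 at percentile 100, so the filter and not the values of M made the difference, and no rise was seen among members of higher expression.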

How the results depend on the processing

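No test in this part was chosen after the results were seen, apart from the rankings of 7-mers, the narrower histone pattern and M from the counts of the same genes, which were chosen after seeing the data. No paired analysis was possible because each condition has 1 library. Summing values per symbol moved nothing, since every symbol is different, and says nothing about stability.

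More genes were lower than higher under every alternative for which both numbers were counted, which leaves out halved counts. Lower genes stayed within 1.5 times the main count except without a filter on A, which gave 2103 lower and 1428 higher genes among 14149 tested, and with a threshold of 1 on M, which gave 384 lower and 207 higher genes. The number of higher genes also fell to 393 with A > 2, where 9938 genes were tested, and to 442 when the whole counting interval had to lie above 0.5. Each of these alternatives changes the genes tested or the bar they must pass, which accounts for the direction of the shift. With CPM in place of TPM, 1182 genes were lower and 751 higher, and 1093 of the lower genes were the same genes as in the main count. Of the lower genes beyond counting error, 861 were left with halved counts and 974 with at least 10 reads in each library.

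The matrix list kept its direction under all 11 alternatives, with a median M from −0.64 to −0.41 and percentile 0 in each. Adding 1 TPM gave the weakest values, a median of −0.41 and 45.1% of 164 matrix genes below −0.5. This alternative brings in matrix genes of low TPM, whose M is pulled towards 0. With a threshold of 1 on M, the share was 30.4%, a stricter bar by construction. Under the alternatives that kept M < −0.5, the share lay between 45.1% and 56.8%.

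Of the 63 named genes with M, 0 changed sign, 55 moved beyond their counting interval under some alternative and 2 crossed a threshold. These were *Col1a2*, whose M rose to as much as −0.48 under the scalings of the counts and centring, and *Cd14*, at 0.41 with 1 TPM added. Of the 55, 42 moved only under those scalings or centring, which shift nearly all genes alike by about 0.05, enough to leave a narrow counting interval, so this number says little about single genes. The other 13 moved with 1 TPM added, which pulls M towards 0 at low TPM. The filters on A leave the M of a gene as it is. The largest shift, 1.70 for *Ifi27l2a*, came from adding 1 TPM. The median over named genes of the largest shift was 0.05.

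Of the 24 other lists, 4 changed the sign of their median under some alternative. These were the leukocyte list in 3 alternatives, the paraspeckle list in 4, the endothelial list in 1 and the histone list in 1. The paraspeckle list did so only under the scalings of the counts and centring, a shift common to nearly all genes, and its percentile stayed between 43.0 and 61.2, so this is no change relative to other genes. The other 3 lists did so only where the filter on A or added TPM changed which genes were tested. Another 3 lists, of cell cycle, cardiomyocyte and ribosomal protein genes, moved beyond their interval with no change of sign. Of the 10 lists taken for a closer look, 8 stayed outside the central 95% on the same side under all 11 alternatives, and the histone list under 7. The leukocyte list did so with at least 5 genes under 4 alternatives and with 4 genes under 3. It lay inside under 3, and with A > 2 it held 1 gene, *Lyz2*, in the opposite tail at percentile 1.36. M from the counts of the same genes, an alternative chosen after seeing the data, is close to M from TPM plus a constant and says little about these lists. Among the lists not taken, TEAD and YAP1 target genes lay outside the central 95% under 3 alternatives, and the contractile, mesothelial and adipogenic lists under 1 each. Of the lists too small for the rule, the pericyte list lay outside under 9 and the cardiomyocyte list, with 1 gene, under all 11.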

Differences from the paper's values

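No test in this part was chosen after the results were seen. *Vgll3* relative to *Gapdh* was 0.368 in si*Vgll3* over siCtrl in the deposited TPM. The paper's qRT-PCR of other cultures gives about 0.04 in Fig. 3c, read by eye. The cultures of Fig. 3c received siRNA #1, and which siRNA against *Vgll3* was sequenced is not stated. A different siRNA therefore stays open for this difference and for those of *Col1a1* and *Col1a2* below. None of the alternatives set before the data were examined closed the gap, and most of them do not test it. Adding 0.1 TPM gave 0.368 and adding 1 TPM gave 0.370, while the scalings, centring and filters on A move both genes alike and the remaining alternatives do not bear on this ratio.

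The number of lower genes, 1341, is within 1.5 times the paper's 1314. With A as the mean of the log2 TPM values, an alternative set before the data were examined, 1313 genes were lower. Without a filter on A the count was 2103, and with a threshold of 1 on M it was 384, both more than 1.5 times apart from the paper's.

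In Fig. 3c, the paper shows *Col1a2* falling further than *Col1a1*. In these libraries *Col1a1* fell further, to 0.473 relative to *Gapdh*, and *Col1a2* to 0.613. Each lies within 1.5 times the paper's value, about 0.58 for *Col1a1* and about 0.48 for *Col1a2* in Fig. 3c, read by eye.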

Other observations

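Tests of noise, scaling, gene length, leukocytes, dividing cells, interferon and miR-29 as explanations for the fall of matrix genes were set beforehand. So were the ranking described below as set beforehand and the percentiles of the lists that did not meet the rule for a closer look. All other tests in this part were chosen only after the results were seen.

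The lower M of the extracellular matrix genes was set against technical explanations. Counting noise is argued against, since random splits of the pooled reads put at most 1 matrix gene below −0.5. Scaling is argued against, since the matrix median lay −0.59 from the median of all genes. Random lists matched on A and transcript length had medians no lower than −0.21, and those matched on A and GC content no lower than −0.18. A culture diluted by leukocytes is argued against, since other cells would need to make up 35.8% of the si*Vgll3* TPM, and all leukocyte genes together reached 16.6 TPM there. Fewer dividing cells and an interferon response to the siRNA are argued against, since cell cycle genes had a median M of 0.15 and interferon-stimulated genes one of −1.60. Matrix genes with neither GGTCAGT nor GTCAGTA in the 3′ UTR had a median of −0.64, so matches to these 7-mers do not account for the fall. A difference between the 2 cultures that has nothing to do with *Vgll3*, and other effects of the siRNA, stay open. That loss of *Vgll3* lowers matrix expression in these cells may hold as a hypothesis that these 2 libraries alone cannot settle.

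The paper reports that *Vgll3* knockdown raised miR-29b, and miR-29 was set against 3′ UTR matches to its seed. As the whole explanation for the matrix it is argued against, since the 65 matrix genes without even a 6-nt match had a median M of −0.58. Matrix genes with the 7-mer TGGTGCT had a lower median than those without, −0.86 for 32 genes against −0.58 for 86. In 5.34% of random draws of as many matrix genes the difference, −0.28, was as low. Outside the matrix, 1533 genes with the match had a median of −0.07 against −0.04 for 9307 without it, and the former was at percentile 0.615 of random sets matched on A, 3′ UTR length and GC content. This is consistent with a small part for miR-29 across genes, and it remains a hypothesis. The mean difference outside the matrix, within bins of 3′ UTR length, was −0.05. By the ranking set beforehand, TGGTGCT stood at 599 of 16384 7-mers, counted from the lowest mean difference. Rankings chosen after seeing the data put it at 392 of 15372 among 7-mers in at least 100 genes, at 17 by z, at 3 by z after regression on 3′ UTR length, GC content and A, and at 18 of 15350 with that regression outside the matrix.

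The 7-mers GGTCAGT and GTCAGTA were picked from the result of those rankings. They stood at 138 and 194 in the ranking set beforehand and at 1 and 2 by z after regression. The 195 genes with the joined 8-mer GGTCAGTA in the 3′ UTR had a median M of −0.18 (−0.26 to −0.13), and 51 of them (26.2%) lay below −0.5. Genes with GGTCAGT alone had a median of −0.10, with 14.3% below −0.5, and genes with GTCAGTA alone a median of −0.08, with 11.9%. Among the 9530 genes with neither, 10.7% lay below −0.5. Random sets matched on expression level, 3′ UTR length and GC content had medians no lower than −0.15. This comparison cannot decide whether those properties explain the fall, since the 7-mers were picked from rankings that included regression on them. With the 8-mer only upstream of the 3′ UTR, 99 genes had a median of −0.09 at percentile 9.00 of their random sets. This median does not stand apart, but 16.2% of these genes lay below −0.5, more than with either 7-mer alone in the 3′ UTR, so the data do not set matches in the 3′ UTR clearly apart from matches upstream. The 8-mer occurs 1 time in the *Vgll3* mRNA, in the coding part of exon 2 of 4, on chromosome 16 from 65828069 to 65828076. A candidate explanation is that the siRNA against *Vgll3* also lowers mRNAs that match its seed. It needs such a site, and 9.54% of all 8-mers occur in the *Vgll3* mRNA, so the site alone is weak evidence. The siRNA sequence was not used here, and it would decide whether this hypothesis holds.

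Lists that did not meet the rule for a closer look gave these medians of M. TEAD and YAP1 target genes had −0.15 over 22 genes (percentile 2.90). Contractile and SRF target genes had 0.11 over 21 genes (percentile 97.1), and TGF-beta response genes outside the matrix 0.09 over 18 genes (percentile 94.7). Endothelial genes had 0.16 over 9 genes (percentile 96.0), mesothelial genes −0.25 over 10 genes (percentile 11.1) and adipogenic genes −0.21 over 10 genes (percentile 8.24). Pericyte genes had −0.78 over 4 genes (percentile 0.20), too few for the rule. These were *Notch3* at −0.82, *Mcam* at 0.11, *Pdgfrb* at −0.74 and *Ndufa4l2* at −1.14, named after their values were seen. Of the cardiomyocyte genes only *Tnnt2*, also named after its value was seen, had A > 0, at 60.0 TPM in siCtrl and 10.4 TPM in si*Vgll3*, an M of −2.53. Paraspeckle protein genes had −0.01 over 19 genes (percentile 51.3), microRNA processing genes 0.01 over 11 genes (percentile 72.1) and ribosomal protein genes 0.01 over 79 genes (percentile 46.9).

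Other genes of the paper had these values of M. Among myofibroblast and fibroblast genes, *Acta2* was at 0.23, *Thy1* at 0.72, *Pdgfra* at 0.05, *Tcf21* at −0.58 and *Nt5e* at −0.47. *Islr* was at −2.10, and its annotated interval overlaps *Islr2*. *Itgb1* was at −0.13, *Tead1* at −0.21, *Yap1* at 0.13 and the reference gene *Gapdh* at 0.18. Among genes of VGLL3 condensates and paraspeckles, *Ewsr1* was at −0.09, *Nono* at 0.01, *Sfpq* at −0.15, *Rbm14* at −0.13, *Ddx5* at 0.00 and *Neat1* at −0.22. *Tcf21*, *Pdgfra*, *Tead1*, *Yap1*, *Gapdh*, *Ewsr1*, *Sfpq*, *Rbm14*, *Ddx5* and *Neat1* also overlap another annotated gene, so the origin of part of their reads is uncertain. *Tardbp* rose from 20.8 TPM to 62.3 TPM, an M of 1.58 [1.55, 1.62]. It overlaps *Masp2* in the annotation, and which of these genes its reads came from was not tested.

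The 10 genes with the most reads took 8.52% of the reads in siCtrl and 7.82% in si*Vgll3*. M from TPM was lower than M from the counts by a median of −0.05, and 10 genes with A > 0 differed by more than 0.5 beyond that shift.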
